# Gene expression profiles in rat mesenteric lymph nodes upon supplementation with Conjugated Linoleic Acid during gestation and suckling

**DOI:** 10.1186/1471-2164-12-182

**Published:** 2011-04-11

**Authors:** Elisabet Selga, Francisco J Pérez-Cano, Àngels Franch, Carolina Ramírez-Santana, Montserrat Rivero, Carlos J Ciudad, Cristina Castellote, Véronique Noé

## Abstract

**Background:**

Diet plays a role on the development of the immune system, and polyunsaturated fatty acids can modulate the expression of a variety of genes. Human milk contains conjugated linoleic acid (CLA), a fatty acid that seems to contribute to immune development. Indeed, recent studies carried out in our group in suckling animals have shown that the immune function is enhanced after feeding them with an 80:20 isomer mix composed of c9,t11 and t10,c12 CLA. However, little work has been done on the effects of CLA on gene expression, and even less regarding immune system development in early life.

**Results:**

The expression profile of mesenteric lymph nodes from animals supplemented with CLA during gestation and suckling through dam's milk (Group A) or by oral gavage (Group B), supplemented just during suckling (Group C) and control animals (Group D) was determined with the aid of the specific GeneChip^® ^Rat Genome 230 2.0 (Affymettrix). Bioinformatics analyses were performed using the GeneSpring GX software package v10.0.2 and lead to the identification of 89 genes differentially expressed in all three dietary approaches. Generation of a biological association network evidenced several genes, such as connective tissue growth factor (Ctgf), tissue inhibitor of metalloproteinase 1 (Timp1), galanin (Gal), synaptotagmin 1 (Syt1), growth factor receptor bound protein 2 (Grb2), actin gamma 2 (Actg2) and smooth muscle alpha actin (Acta2), as highly interconnected nodes of the resulting network. Gene underexpression was confirmed by Real-Time RT-PCR.

**Conclusions:**

Ctgf, Timp1, Gal and Syt1, among others, are genes modulated by CLA supplementation that may have a role on mucosal immune responses in early life.

## Background

Food components play a role in influencing, either directly or indirectly (through hormonal regulation), the expression of genes encoding for proteins involved in energy metabolism, cell differentiation and growth and immune responses. More specifically, diet exerts diverse effects on the development of the immune system, even at the level of gene regulation [1]. It is known that polyunsaturated fatty acids (PUFAs) can modulate the expression of a variety of genes encoding for cytokines, adhesion molecules, and inflammatory proteins [2,3]. This fact seems to be very important during early life, since docosahexanoic and arachidonic acids were reported to participate in the development of the neonate immune system, although their proportion among total fatty acids in human breast milk is very low [4]. Human milk contains PUFAs such as conjugated linoleic acid (CLA), among others, that seem to contribute to immune development [5-8].

CLA is a class of positional and geometric conjugated dienoic isomers of linoleic acid, among which, cis9,trans11 (c9,t11) predominate, accounting for 83% to 100% of total CLA present in milk [5-7], whereas trans10,cis12 (t10,c12) exist in lower proportion [9,10]. However, it is the intake of food of ruminant origin which determines the total concentration of CLA in dam's milk [7]. Many other beneficial physiological effects have also been attributed to CLA, including reduced body fat, and inhibition of carcinogenesis, atherosclerosis, and diabetes [11-13].

Existing data regarding the effects of CLA on the immune system show great variability, mainly due to differences in the animal species used, the length of the supplementation period, and the differences in the isomer mixtures used in the experimental approach. In this direction, recent studies in suckling animals showed that the immune function is enhanced after feeding with an 80:20 isomer mix of c9,t11 and t10,c12 CLA [14,15]. Specifically, sera IgG concentration and IgM in vitro production by splenocytes are increased after CLA supplementation during suckling. CLA downmodulatory effects on lymphoproliferation were only observed after an extra week of diet [16]. The immune effects of CLA were also described in adult rats receiving this mixture since pregnancy [17]. However, little work has been done on the effects of CLA on gene expression, and even less regarding the development of the immune system in early life.

Nutritional genomics is a result of the genetic revolution experienced over the past 10 years. Nutrigenomics deals with the interactions between dietary components and the genome and the resulting changes in proteins and other metabolites. On the other hand, nutrigenetics aims to understand the gene-based differences in response to dietary components and to develop nutraceuticals that are the most compatible with the health status of individuals based on their genetic makeup [18]. The number of successful examples of transcriptome, proteome, and metabolome profiling as tools for evaluating the cellular responses to nutrients and identifying their molecular targets, has grown significantly. The use of high-density microarrays is a useful approach to estimate correlations among genes, which in turn can become the basis of transcriptional networks. The availability of microarrays for a number of model systems allows the quantification of relative transcript abundances in a comprehensive fashion. Despite the relatively simplistic nature of correlation measurements, they reflect an integrative view of gene-gene interactions in any given system, pointing out general structure characteristics of transcriptional interaction networks [19].

Additionally, nutrigenomic approaches have been undertaken to get further insight on the molecular understanding of mechanisms triggered by nutritional interventions. Diets enriched in different long-chain polyunsaturated fatty acids (LC-PUFAs) have been tested in rat nutritional intervention models. One report revealed steaoryl-CoA desaturase as an enzyme target for an arachidonate-enriched diet [20]. In another study, Berger et al. [21] looked at transcriptional effects of these LC-PUFA-enriched diets on murine hepatic and hippocampal gene expression. Additionally, the beneficial effect of LC-PUFAs was assessed by a nutrigenomics experiment designed to understand the mechanisms by which these lipids induce and control gene signalling involved in carcinogenesis [22].

With all these concepts in mind and based on previous studies, we hypothesized that CLA intake during developmental phases would exert some influencing effect, among others, on genes involved in the regulation of the immune system. The aim of our study was the evaluation, by using whole genome microarrays, of the effects of dietary supplementation with an 80:20 isomer mix of c9,t11 and t10,c12 CLA, on mesenteric lymph nodes (MLN) gene expression, during gestation and/or suckling. The list of common genes differentially expressed in the three dietary interventions was used to construct a Biological Association Network (BAN). This approach allowed us to obtain a global view of gene expression in MLN, formed by a collection of nodes with different degrees of interrelationship, that could be used to explain the molecular mechanisms triggered by CLA.

## Results

### Effect of CLA supplementation on rat MLN gene expression profiles

Wistar rats were subjected to a dietary supplementation during gestation and/or suckling with an 80:20 isomer mix of c9,t11 and t10,c12 CLA (Figure 1). CLA transfer was confirmed at day 21, when the proportion of CLA present in pup's plasma was around two times higher in groups A and B than that in group C, while values on reference group were very low [15]. At day 21, MLN were obtained and total RNA was prepared. The expression profile of MLN from control animals and supplemented with CLA was determined with the aid of the specific GeneChip^® ^Rat Genome 230 2.0, which includes more than 28,000 rat genes. Data from these microarrays were uploaded in the database repository of Gene Expression Omnibus (GEO, [23]) and can be accessed through series accession number GSE23004. Upon normalization and statistical filtering using GeneSpring GX software package v10.0.2, lists of differentially expressed genes by 2-fold were built as described in Methods, and presented as additional files 1, 2 and 3. 

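Mesenteric lymph nodes of 12 pups at day 21 were profiled on 1 array per pup, with 3 pups in each of groups A, B, C and D. Groups A and B had 5 weeks of CLA, 2 in gestation and 3 in suckling. Group C had 3 weeks in suckling only, and group D was the reference without CLA. The authors' deposited values were MAS5 signal intensities on a linear scale. Their array medians were 27.6 to 32.9 in group A, 19.3 to 30.9 in group B, 20.2 to 27 in group C and 34.3 to 38.5 in group D. Because of these differences the log2 values were given 1 common distribution by quantile normalization, a step chosen after the values and the counts under it had been seen. Intensities under a floor of 1 were raised to it, and 57 control probe sets were left out of the 31099, so 31042 were tested.
Groups were compared with limma in a two-sided test, adjusted over all probe sets by the Benjamini-Hochberg method. A probe set was called 2-fold lower or higher at an adjusted p under 0.05 and a fold of at least 2. The exact permutation p of 3 arrays against 3 cannot go below 0.1, so the calls rest on limma's pooling of the spread across probe sets, and the number of arrays limits their precision. The background of an array was the 95th percentile of its 27 probe sets for spike transcripts that were not added. Where all arrays of the dimmer group lay within background, its values were raised to the background and the fold is written as at least that ratio. Across probe sets, which are not independent replicates, group D replicate 3 had a mean r of 0.931 with the arrays of group B, 0.930 with those of group C and 0.896 with the other arrays of group D. Values of this animal, or results without it, are therefore given beside many of the genes and gene groups that it moves.

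**Figure D1:**
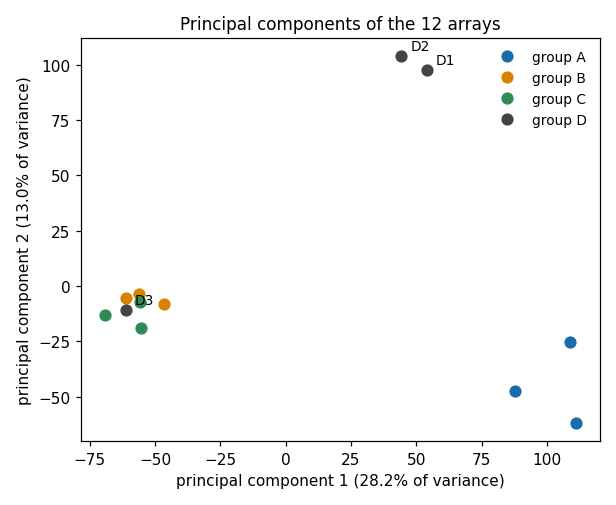
First and second principal components of the normalized log2 intensities, 1 point per array, with 28.2% and 13.0% of the variance. Group A lies at 87.8 to 111 on the first component, group D replicates 1 and 2 at 53.9 and 44.1, and group D replicate 3 at -61.3 beside groups B and C at -69.3 to -46.4.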

CLA supplementation during gestation and suckling (groups A and B) modulated the expression of 1332 genes whereas the dietary supplementation only during suckling modulated the expression of 517 genes. Moreover, CLA supplementation during gestation and suckling through dam's milk (group A) decreased the expression of 1001 genes and up-regulated 103 genes in MLN. 

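Pck1, the gene of the phosphoenolpyruvate carboxykinase that feeds glucose and glycerol synthesis, had a normalized log2 intensity of 7.36 ± 0.14 in group D (mean ± SD, n = 3 in this and every other group). It rose 2.89-fold in group A, to 8.89 ± 0.24 (log2 difference 1.53, standard error 0.18, adjusted p = 0.000105 from limma). In group B it rose 2.97-fold, to 8.93 ± 0.34 (log2 difference 1.57, adjusted p = 0.0144), a call lost without group D replicate 2 at a log2 difference of 1.50 and in a fit of only groups B and D (adjusted p = 0.49). In group C the level was 8.08 ± 0.20 and the difference of 0.72 did not pass (adjusted p = 0.144), nor did that between groups B and C (0.85, adjusted p = 0.371). Among 22 genes of lipogenesis and cholesterol synthesis, 4 were lower and 2 higher in group A at an adjusted p under 0.05, the same as adjusted over the list alone. Without group D replicate 3, 7 were lower and 2 higher in group A. Idi1, which makes an isoprenoid unit of cholesterol, was lower there (log2 difference -1.82, standard error 0.15, adjusted p = 8.52e-06). The fatty acid synthase Fasn differed by -0.14 in group A, by -1.21 in group B (adjusted p = 0.176) and by -1.10 in group C (adjusted p = 0.162). No gene of this list passed limma in group B or C, where 14 were lower and none higher at an unadjusted p under 0.05 in each. Adjusted over the list alone, 10 were lower in group B and 9 in group C, and without group D replicate 3 the test over all genes gave 13 and 10 lower, with 1 higher in group C. Tested as a set with camera, the list was lower in groups B and C (adjusted p = 1.45e-05 and 0.000165), but not with an estimated correlation (adjusted p = 0.473 and 0.518).
In groups A or B 2571 probe sets were called 2-fold different from group D, and in group C 16. With 1 probe set per gene these were 1166 and 6 genes. At an unadjusted p under 0.05 and the same fold, 5308 and 2282 probe sets passed. Leaving out group D replicate 3 gave 4714 and 2874. The count of group C was 6 without group A replicate 1 or replicate 3, 5 without group B replicate 2 or replicate 3, and 8 without group D replicate 2. It was 2, 8 and 4 without group C replicates 1, 2 and 3.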

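In group A, Tcp1 and Cct8, subunits of the chaperonin that folds actin and tubulin, fell by 2.20 (standard error 0.12, adjusted p = 8.9e-07 from limma) and by 2.29 on the log2 scale (standard error 0.11, adjusted p = 3.64e-07). Of 10 genes of the CCT chaperonin list, 8 were lower and none higher (9 lower adjusted over the list alone). Hspd1, the mitochondrial chaperonin, fell by 1.24 (adjusted p = 8.52e-06), while Cct7 at -0.44 and the co-chaperonin Hspe1 at -0.18 did not pass (adjusted p = 0.0655 and 0.343). Lars1, the leucyl-tRNA synthetase, fell by 2.13 (standard error 0.12, adjusted p = 8.9e-07), and 9 of 19 aminoacyl-tRNA synthetases were lower and 2 higher, also when adjusted over the list alone. Eif2s2 and Eif2s1, which bring the initiator tRNA to the ribosome, fell by 1.44 and 1.25 (standard errors 0.12 and 0.11, adjusted p = 9.42e-06 and 1.57e-05). Of 21 translation initiation factors, 11 were lower and 1 higher (12 and 2 adjusted over the list alone). The proteasome subunit Psma1 fell by 1.91 (standard error 0.17, adjusted p = 1.26e-05), with 14 of 30 proteasome genes lower and none higher (14 and 1 adjusted over the list alone). As sets these 4 lists passed camera at adjusted p = 2.73e-09, 0.000344, 3.78e-05 and 2.78e-05 in the order given. With an estimated correlation none passed (adjusted p = 0.353, 0.787, 0.118 and 0.69). RNA quality stays open for these falls, since the hexokinase 3'/5' ratios were 2.84 to 4.96 in group A against 1.84 to 2.53 in group D. Those of Gapdh were 1.21 to 1.53 against 1.06 to 1.22, and those of beta-actin 1.37 to 1.79 against 1.30 to 1.91.
Among called probe sets with 1 gene symbol whose arrays did not overlap with group D, those of Ipo5, Immt and Pls3 lay within background in every array of group A. Their falls are therefore lower bounds and give no rank beside those of Car1, a carbonic anhydrase, or RT1-Bb (log2 difference -6.80 on 1 probe set). The other probe set of RT1-Bb differed by 0.80 in group A without passing (adjusted p = 0.775 from limma). On the first, pups of group C were at 3.79, 9.59 and 3.45, so the fall of RT1-Bb is uncertain. Car1 fell 14.1-fold with the values of group A replicates 2 and 3 raised to background (-4.39 without this, standard error 1.05, adjusted p = 0.0103). Its arrays in group D were at 3.91, 8.05 and 8.81, the first close to group A replicate 1 at 3.39. Without group D replicate 3 the difference on unraised values was -3.45 (adjusted p = 0.0337 from limma). Ipo5, a nuclear import receptor, fell at least 3.82-fold (-4.80, standard error 0.39, adjusted p = 8.01e-06) and by 1.41 on another probe set, while the third lay within background in groups A and D and differed by 0.15 (adjusted p = 0.917). Immt of the mitochondrial inner membrane fell at least 4.07-fold (-4.64, standard error 0.44, adjusted p = 2.48e-05) and by 1.30 on another, while the third, above background in every array, differed by -0.43 without passing (adjusted p = 0.657). Pls3, an actin-bundling plastin, fell at least 9.20-fold (-4.61, standard error 0.27, adjusted p = 1.42e-06) and by 1.07 on its other probe set. In all, 1827 probe sets were 2-fold lower in group A and 742 higher, so 71.1% were lower. As deposited the counts were 2292 and 225, with 91.1% lower. Without group A replicate 2, 429 probe sets were higher, and of the 2569 calls 1920 were also made without group D replicate 3.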

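Genes of myeloid and antibody-forming cells were among those higher in group A. S100a8 and S100a9, the calprotectin subunits of neutrophils, rose 7.61-fold with the value of group D replicate 1 raised to background (log2 difference 3.72 without this, standard error 0.83, adjusted p = 0.00733 from limma) and 5.39-fold (2.43, standard error 0.51, adjusted p = 0.00479). Mmp9, the neutrophil gelatinase, rose by 1.46 on the log2 scale (standard error 0.25, adjusted p = 0.00149), and the defensin Np4 by 2.75 (standard error 0.89, adjusted p = 0.0454). These were the 4 of 10 neutrophil genes that passed, with none lower, also when adjusted over the list alone. Jchain, which joins the units of IgA and IgM, rose by 1.36 (standard error 0.31, adjusted p = 0.00854) and Mzb1, a chaperone of antibody secretion, by 1.06 (standard error 0.20, adjusted p = 0.00312). Of 10 genes of plasma cells and IgA, 5 were higher and none lower (7 higher adjusted over the list alone), among them Tnfrsf17, Pou2af1 and Tnfsf13 at 1.42, 0.61 and 0.75 (adjusted p = 0.0421, 0.00301 and 0.00456). Of 11 B cell genes, 6 were higher and 1 lower (6 and 2 adjusted over the list alone). Cd37 and the Src kinase Blk rose by 0.89 (standard error 0.12, adjusted p = 0.000252) and 1.02 (standard error 0.22, adjusted p = 0.00661), while Ms4a1, the gene of CD20, fell by 0.34 (standard error 0.11, adjusted p = 0.0405). The medians of the neutrophil, plasma cell and B cell lists were 0.78, 0.68 and 0.63 on the log2 scale and positive under each scaling of the arrays, but camera did not separate the lists from other genes (adjusted p = 0.166, 0.114 and 0.176). Without group D replicate 3 these medians were 0.40, 0.58 and 0.64, with 3, 4 and 6 genes higher and 0, 1 and 0 lower. No B cell gene passed limma in groups B and C, where 5 and 4 were higher at an unadjusted p under 0.05 and 4 and 2 adjusted over the list alone, and camera placed the list higher there (adjusted p = 1.09e-05 and 0.000556, and 0.504 and 0.572 with an estimated correlation). Its medians were 0.35 and 0.27 in groups B and C, but -0.23 and -0.42 as deposited. When group D replicate 3 was left out, 3 and 4 B cell genes were higher and none lower in groups B and C.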

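Dgat2, which adds the last acyl chain of triacylglycerol, fell in group C 2.62-fold (log2 difference -1.39, standard error 0.19, adjusted p = 0.0305 from limma) on 1 probe set and by 1.10 without passing on the other (adjusted p = 0.148). Gpd1, which makes glycerol phosphate, fell 2.47-fold there (-1.30, standard error 0.18, adjusted p = 0.0305) and differed by -1.25 without passing on its other probe set (adjusted p = 0.195). Both belong to the adipocyte list, which takes the brightest probe set of each of its 17 genes, and on these Gpd1 alone passed in group C (7 lower and 1 higher adjusted over the list alone). Camera placed this list lower in group C (adjusted p = 0.00767, and 0.854 with an estimated correlation), but not without group D replicate 3 (adjusted p = 0.229, with 5 genes lower and 1 higher). Sfrp5, a secreted Wnt inhibitor of fat tissue, fell at least 4.77-fold (-3.81, standard error 0.54, adjusted p = 0.0305). Scn7a, a sodium channel of peripheral nerve and glia, fell 7.02-fold in group C (-2.81, standard error 0.41, adjusted p = 0.0305) and did not pass in group B (-2.42, adjusted p = 0.0854). The microfibril gene Mfap4 fell 2.43-fold in group C (-1.28, standard error 0.20, adjusted p = 0.0499), with -1.27 in group B (adjusted p = 0.0837). Tmprss2, a serine protease of epithelia, fell at least 1.90-fold in group C (-3.59, standard error 0.51, adjusted p = 0.0305), with -0.82 on its other probe set (adjusted p = 0.675). In group B, Metrn, which promotes glial differentiation and axon growth, fell at least 5.32-fold (-3.78, standard error 0.45, adjusted p = 0.0162). Group B did not differ from group C at an adjusted p under 0.05 in any of these genes, the smallest being 0.211 for Metrn.
In group B, 3 probe sets were 2-fold lower (Metrn, Krt8 and 1395301_x_at) and 2 higher (Pck1 and 1371245_a_at). In group C, 9 were lower, the 6 genes above with Krt8, 1372452_at and 1393302_at. Of the 7 that were higher, LOC100910237 and Psip1 have 1 gene symbol, 1371245_a_at has those of 2 beta-globin genes (Hbbl1 and Hbb-bs), and 1376840_at, 1379507_at, 1382236_at and 1391729_at have none. The probe set 1395301_x_at has those of Pilrb-ps1 and Pilrb2. Fitted with only the 2 groups compared, limma called none of these probe sets in group B or C, with 434 lower and 315 higher in group B and 465 and 349 in group C at an unadjusted p without moderation. The probe sets without 1 symbol were singled out after their values were seen. Among them 1393302_at fell at least 8.78-fold in group C (log2 difference -5.64, standard error 0.36, adjusted p = 3.43e-05) and was the only probe set called between groups B and C. At an unadjusted p under 0.05 and the same fold, 803 probe sets were lower and 1281 higher in group B, and 925 and 1357 in group C. When group D replicate 3 was left out, 719 were lower and 1858 higher in group B, and 895 and 1979 in group C.
The calls of group B and group C moved with single arrays. In group B 1 probe set was lower without any 1 array of group A or group D replicate 2, and 1 was higher without any array of group A, group B replicates 2 or 3, group C replicate 1 or group D replicates 1 or 2. In group C 2 were lower without group A replicate 3, group B replicate 2 or 3, group C replicate 1 or group D replicate 2, 3 without group A replicate 1 and 4 without group C replicate 3. Of the higher ones there were 0 without group C replicate 1 or 3 (1357 at an unadjusted p with all arrays), 2 without group C replicate 2, 3 without group A replicate 1 or group B replicate 2 or 3, and 4 without group A replicate 3 or group D replicate 1. The adjusted p of Mfap4 rose to between 0.0759 and 0.199 without any array but group D replicate 3. That of Metrn rose to between 0.0512 and 0.109 without any array of group A, group B replicate 3 or group D replicates 1 or 2. In group C, Sfrp5 passed only without group A replicate 2 or group D replicate 3, with 0.0554 to 0.153 otherwise. Scn7a passed only without group C replicate 3 or group D replicates 1 or 3, with 0.0554 to 0.182 otherwise. Tmprss2 passed only without group A replicate 2, group B replicate 1 or group D replicate 3 (0.0504 to 0.143 otherwise). Dgat2 passed without these and group C replicate 2 (0.0504 to 0.104 otherwise), and Gpd1 was lost without group A replicate 3, group B replicates 2 or 3, group C replicates 1 or 3 or group D replicate 2 (0.0504 to 0.145).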

The dietary supplementation during gestation and suckling by oral gavage (group B) decreased the expression of 257 genes and up-regulated 371 genes, whereas supplementation only during suckling (group C) decreased the expression of 271 genes and up-regulated 351 genes in MLN.

**Figure 1:**
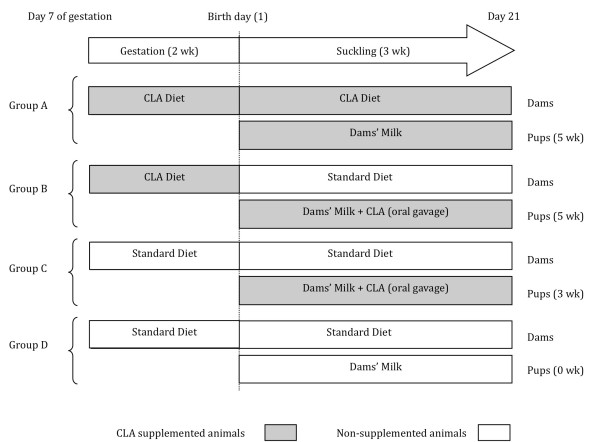
**Experimental design**. Total period of CLA supplementation (TPS) is shown in parentheses for each group of animals. Pups from dams fed with 1% CLA diet during the last two weeks of gestation and throughout the suckling period constituted Group A. Pups from dams fed only during the last two weeks of gestation with a 1% CLA diet and receiving CLA by daily oral gavage throughout the suckling period represented Group B. Pups from dams fed with a standard diet during the last two weeks of gestation and suckling and receiving CLA by daily oral gavage throughout the suckling period corresponded to Group C. Pups from dams fed with a standard diet throughout the study, constituted the reference diet group our Group D.

### Identification of common genes modulated by CLA supplementation

Venn diagrams were used to compare the lists of 2-fold differentially expressed genes obtained for the three experimental groups of animals (Figure 2). Lists of upregulated and dowregulated genes were compared separately in order to find the same expression patterns between the dietary interventions compared (e.g. genes upregulated in both). Experimental groups A and B shared 84 upregulated and 31 downregulated genes, groups A and C displayed 80 upregulated and 21 downregulated genes in common and 276 upregulated and 117 downregulated genes were found in common for both groups B and C. A total of 89 genes were found to be differentially expressed in all three conditions due to CLA supplementation (76 up plus 13 down). These 89 genes are presented as Table 1. 

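Krt8, a keratin of simple epithelium and mesothelium, was the only probe set 2-fold lower in groups A, B and C with all arrays in 1 fit. Its level was 7.57 ± 0.29 in group D (normalized log2 intensity, mean ± SD, n = 3), and it fell 3.40-fold in group A (log2 difference -1.77, standard error 0.21, adjusted p = 0.000134 from limma), 5.51-fold in group B (-2.46, adjusted p = 0.00137) and 5.01-fold in group C (-2.33, adjusted p = 0.00133). The 3 arrays of group D, at 7.27, 7.58 and 7.86, lay above all 9 arrays of the supplemented groups. The probe set 1371245_a_at, annotated to the 2 beta-globin genes Hbbl1 and Hbb-bs and singled out after its values were seen, was the only one 2-fold higher in all 3 groups with all arrays. It rose from 7.04 ± 0.90 in group D by 17.4-fold in group A (log2 difference 4.12, standard error 0.43, adjusted p = 5.45e-05), 10.7-fold in group B (3.42, adjusted p = 0.0234) and 8.32-fold in group C (3.06, adjusted p = 0.0305).
Groups A and B shared 1 lower probe set, Krt8, and 2 higher ones, Pck1 and 1371245_a_at. Groups A and C shared 4 lower probe sets (Krt8, Scn7a, Tmprss2 and 1372452_at) and 3 higher ones (LOC100910237, 1371245_a_at and 1391729_at). Groups B and C shared Krt8 and 1371245_a_at. Fitted with only the 2 groups compared, limma kept none of these shared calls, with adjusted p = 0.225 and 0.0668 for Krt8 in groups B and C. At an unadjusted p and without moderation that fit gave 47 lower and 23 higher in all 3. At an unadjusted p under 0.05 groups A and B shared 195 lower and 219 higher probe sets, groups A and C 206 and 212, groups B and C 321 and 850, and all 3 groups 126 and 132. With group D replicate 3 left out these overlaps were 182 and 477, 193 and 491, 445 and 1611, and 138 and 427. Leaving out group D replicate 1, 3 probe sets were lower in groups A and B, in groups B and C and in all 3. The lower overlap of groups A and C was 1 without group A replicate 1 or 3, group B replicate 2 or 3, group C replicate 1 or group D replicate 2, and 2 without group C replicate 3. The higher overlap of groups A and B was 1 without any array of group A, group B replicate 2 or 3, group C replicate 1 or group D replicates 1 or 2. That of groups A and C was 0 without group A replicate 1 or 3 or any array of group C, and 1 without group B replicate 2 or 3 or group D replicate 1. That of groups B and C and of all 3 was 0 without any array of groups A or C, group B replicate 2 or 3 or group D replicate 1.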

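Table 1 holds 13 genes of the smooth muscle list, 6 of the enteric neuron list and 4 of the mesothelium list. Krt19, a keratin shared by mesothelium and gland epithelium, fell 8.88-fold in group A (log2 difference -3.15, standard error 0.70, adjusted p = 0.00692 from limma) and differed by -2.96 in group B (adjusted p = 0.17) and -3.66 in group C (adjusted p = 0.0934). Upk1b, a membrane protein of mesothelium and urothelium, fell by 2.35 on the log2 scale in group A (standard error 0.70, adjusted p = 0.0325), with 6.67 and 6.55 in group D replicates 1 and 2 and 3.99 in replicate 3. Of 10 mesothelium genes, of which 4 are in Table 1, 4 were lower in group A and 1 in each of groups B and C, with none higher (4, 2 and 2 lower adjusted over the list alone). Msln, the mesothelium antigen, differed by -0.68, -0.77 and -1.14 in groups A, B and C without passing. Leaving out group D replicate 3, 7, 6 and 8 genes of this list were lower. Camera placed the list lower in the 3 groups (adjusted p = 0.00723, 0.000556 and 0.000437, and 0.64, 0.572 and 0.572 with an estimated correlation).
Epcam, the adhesion molecule of gut epithelium, fell by 2.86 in group A (standard error 0.80, adjusted p = 0.0231), and its values in group D were 3.70, 5.06 and 7.29. Of 18 gut epithelium genes, none in Table 1, 3 were lower in group A and none passed limma in groups B and C (3, 6 and 1 lower adjusted over the list alone, 8, 10 and 10 lower at an unadjusted p under 0.05). As a set this list was also lower in each group (adjusted p = 0.00293, 3.93e-06 and 0.000218, and 0.572, 0.504 and 0.572 with an estimated correlation). Leaving out group D replicate 3, 1, 3 and 0 were lower, and the adjusted p of the list from camera was 0.0487, 0.0502 and 0.195. With an estimated correlation the list then passed in no group (adjusted p = 0.524, 0.524 and 0.626). Its mean score was -0.03, 1.55 and 2.10 in group D replicates 1, 2 and 3 and -0.64 to 0.05 in the other groups, so replicate 3 was the highest. A symbol that has exactly 1 probe set and appears once was found for 45 of the 89 lines of Table 1. The direction was that of the table for 45 of them in group A, 44 in group B and 45 in group C. Called at an adjusted p under 0.05 and 2-fold were 13, 1 and 1, at an unadjusted p 19, 30 and 35, and without group D replicate 3 39, 43 and 42. Since the table was drawn from these arrays, lists that hold its genes are not independent evidence.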

We also analyzed global changes in gene expression independently of the type of regulation. 

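Psip1, the gene of a chromatin-binding coactivator also known as LEDGF, was lower in group A and higher in group C. On 1 of its probe sets the normalized log2 intensity was 4.76 ± 0.30 in group A, 7.11 ± 0.02 in group B, 7.33 ± 0.11 in group C and 6.11 ± 0.21 in group D (mean ± SD, n = 3). It fell 2.55-fold in group A (log2 difference -1.35, standard error 0.18, adjusted p = 0.000239 from limma) and rose 2.34-fold in group C (1.22, adjusted p = 0.0305). In group B the rise of 1.00 did not pass (adjusted p = 0.0911). Group A was 5.51-fold below groups B and C (log2 difference -2.46, standard error 0.15, adjusted p = 4.41e-07). On its 3 other probe sets no difference from group D passed. One differed by -0.53 in group A, 0.45 in group B and 0.59 in group C (adjusted p = 0.0744, 0.29 and 0.183), another by 0.74, 0.54 and 0.27 (adjusted p = 0.132, 0.437 and 0.7), and the last by -0.95, -0.12 and -0.63 (adjusted p = 0.451, 0.961 and 0.717).
This was the 1 probe set 2-fold lower in group A and 2-fold higher in group B or C, and 0 were higher in both from limma. At an unadjusted p under 0.05, 110 were higher in either and 51 in both. With group D replicate 3 left out they were 107 and 78. The rise in group C did not pass without group A replicate 1, any array of groups B or C, or group D replicates 1 or 2 (adjusted p 0.059 to 0.182), and the count was then 0.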

We observed that 34 genes displayed downregulation in group A (CLA transfer through milk) and upregulation in groups B/C (CLA transfer by oral gavage) (Data not shown). This behavior suggests a role for the way of CLA administration in modulating gene expression.

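Compared directly, group A differed from groups B and C in single genes of RNA splicing, protein folding and the matrix. Clk1, a kinase of the SR splicing factors, was lower in group A than in groups B and C by a log2 difference of -2.34 (standard error 0.35, adjusted p = 0.000205 from limma). So were Sf3b1 of the U2 particle (-1.96, standard error 0.22, adjusted p = 3.24e-05, with -2.27 and -4.03 on its other probe sets) and Tra2b, a splicing activator (-1.39, standard error 0.14, adjusted p = 1.01e-05). Of 39 splicing regulators, 3 of them in Table 1, 27 were lower and 2 higher (28 and 2 adjusted over the list alone), Srrm1 and Rbmx being higher by 0.46 and 0.75 (adjusted p = 0.0039 and 0.000333). The median was -1.04, with -0.82 when arrays were centred on the 75th percentile and -0.40 as deposited. Tcp1 and Cct8 were lower by -2.18 and -2.43 (adjusted p = 9e-08 and 3.81e-08), with 8 of 10 chaperonin genes lower (9 adjusted over the list alone). Camera placed both lists lower (adjusted p = 2.26e-08 and 7.7e-08), though not with an estimated correlation (adjusted p = 0.722 and 0.45).
Against group D, 6 splicing regulators were lower and 2 higher in group A (6 and 4 adjusted over the list alone), and 6 and 8 without group D replicate 3. The median then moved from -0.39 to -0.07 and the adjusted p of camera from 0.0161 to 0.845 (0.967 and 0.981 with an estimated correlation). None passed limma in groups B and C, where 24 and 23 were higher at an unadjusted p under 0.05, 20 and 22 adjusted over the list alone, and 29 in each without group D replicate 3. Camera placed the list higher in groups B and C (adjusted p = 9.53e-14 in each), but not with an estimated correlation (0.572 in each). The medians of the splicing regulators were 0.58 and 0.59 in groups B and C, but -0.07 in group B and -0.16 in group C as deposited. The list's mean score was -0.66 and -0.52 in group D replicates 1 and 2 and 0.44 in replicate 3, which lies within groups B and C at 0.31 to 0.51. Tgfb1 and its carrier Ltbp4 were higher in group A than in groups B and C by 1.38 (standard error 0.18, adjusted p = 9.59e-05) and 1.46 (standard error 0.23, adjusted p = 0.000372). The BMP antagonist Grem1 was lower (-1.45, standard error 0.09, adjusted p = 3.44e-07). Of 24 genes of the TGF-beta and BMP pathway, 14 were higher and 4 lower (15 and 5 adjusted over the list alone). Of 24 fibroblast and matrix genes, 15 were higher and 3 lower (17 and 3 adjusted over the list alone), with Col6a2 at 1.49 and Eln at 1.61 (adjusted p = 0.000585 and 0.00149) against Postn at -1.35 (adjusted p = 4.68e-05). Nr4a1, an early activation gene of lymphocytes, was higher by 1.10 (standard error 0.15, adjusted p = 0.000108), with 14 of 23 immediate early and heat shock genes higher and 3 lower, also when adjusted over the list alone. Camera did not separate these 3 lists from other genes (adjusted p = 0.462, 0.228 and 0.0886). Of the TGF-beta and BMP genes, 3 were lower and 3 higher in group A against group D. Camera placed that list lower in group B (adjusted p = 0.0211) and C (0.0112), but not with an estimated correlation (0.5865 and 0.572). Of the immediate early and heat shock genes, 3 were lower and 6 higher in group A against group D. Camera placed these lower in group C (adjusted p = 0.0011, and 0.572 with an estimated correlation), not in group A or B. Against group D, 4 fibroblast and matrix genes were lower and none higher in group A, none passed limma in group B (13 lower and 1 higher at an unadjusted p under 0.05) and 1 was lower in group C, with 4, 9 and 16 lower adjusted over the list alone. Camera placed this list lower in groups B and C (adjusted p = 2.78e-05 and 8.26e-07, and 0.787 and 0.69 with an estimated correlation), not in group A (adjusted p = 0.242). Leaving out group D replicate 3, 9, 15 and 19 were lower, and the list was placed lower in all 3 groups (adjusted p = 0.0104, 1.52e-06 and 2.19e-07, and 0.626, 0.461 and 0.419 with an estimated correlation).
In all, 4966 probe sets differed 2-fold between groups A and B, 2915 lower and 2051 higher in group A, and 5247 between groups A and C, 3038 lower and 2209 higher. As deposited the counts were 1768 lower and 4816 higher, and 1493 lower and 6557 higher. Between groups B and C 1 probe set differed, with 760 at an unadjusted p under 0.05, and it was 2 without group B replicate 1 or 2, 3 without group A replicate 2 or group C replicate 2, and 14 without group D replicate 3. From genes that went down with CLA through milk and up with CLA by gavage, the paper proposes a role for the way of administration. Its Discussion takes up the overlaps between the groups, which it says may stem from the different intervention. There it states that giving CLA through milk or by gavage affects the ratio of its isomers in the pups.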

**Figure 2:**
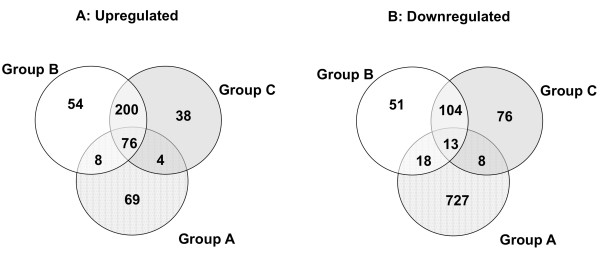
**Venn Diagram of differentially expressed genes**. Venn diagrams in GeneSpring GX were used to compare the lists of genes differentially expressed by 2-fold (p < 0.05) in each of the three experimental groups of animals. The diagrams show the number of genes that belong to each of the individual lists, the genes in common between each pair of lists and the genes in common among all three lists (in the center of the representation) for each type of regulation (A: Upregulation and B: Downregulation).

**Table 1:** Common genes among the three experimental groups supplemented with CLA.

Gene Symbol	Description	Gene Ontology Biological Process	Ratio A	Ratio B	Ratio C
Actg2	actin, gamma 2, smooth muscle, enteric		70.79 D	97.48 D	105.85 D

Cnn1	calponin 1, basic, smooth muscle	actin cytoskeleton organization	17.18 D	20.13 D	19.90 D

Myh11	myosin, heavy chain 11, smooth muscle	smooth muscle contraction	16.49 D	16.57 D	19.68 D

Pcp4	Purkinje cell protein 4		12.37 D	12.81 D	12.94 D

Tpm2	tropomyosin 2	regulation of ATPase activity	7.89 D	7.26 D	6.84 D

Krt19	keratin 19	response to estrogen stimulus	7.78 D	5.59 D	9.12 D

Tpm1	Tropomyosin 1, alpha	muscle contraction	7.38 D	8.09 D	8.27 D

Cfb	complement factor B	complement activation	7.11 D	4.99 D	7.82 D

Acta1	actin, alpha 1, skeletal muscle	cell growth	7.10 D	7.54 D	7.18 D

Gal	galanin prepropeptide	inflammatory response	6.38 D	7.03 D	7.72 D

Rnase4	ribonuclease, RNase A family 4	proton transport	5.38 D	2.53 D	4.06 D

Upk1b	uroplakin 1B	epithelial cell differentiation	5.36 D	4.17 D	5.51 D

Rnase4	ribonuclease, RNase A family 4	proton transport	5.36 D	2.38 D	3.58 D

Mylk	myosin light chain kinase		5.04 D	4.11 D	3.23 D

Tpm1	tropomyosin 1, alpha	muscle contraction	4.97 D	5.34 D	5.80 D

Tnfaip6	tumor necrosis factor alpha induced 6	cell adhesion	4.94 D	3.35 D	4.39 D

Klhl23	kelch-like 23		4.62 D	2.99 D	2.93 D

Tnfrsf11b	tumor necrosis factor receptor 11b	signal transduction	4.37 D	2.02 D	2.46 D

Fhl1	four and a half LIM domains 1	cell differentiation	4.22 D	2.56 D	2.73 D

Synm	synemin, intermediate filament protein		3.96 D	3.69 D	4.74 D

Tmem100	transmembrane protein 100		3.76 D	3.06 D	3.71 D

Smoc2	SPARC related modular calcium binding 2	cell-substrate adhesion	3.68 D	5.14 D	7.01 D

Pln	phospholamban	calcium ion transport	3.68 D	3.66 D	3.89 D

Tm4sf1	transmembrane 4 L six family member 1		3.61 D	2.09 D	2.35 D

Acin1	apoptotic chromatin condensation inducer 1	chromosome condensation	3.59 U	3.09 U	2.69 U

Grem2	gremlin 2, cysteine knot superfamily, homolog	BMP signaling pathway	3.52 D	3.38 D	4.83 D

Pik3c2b	phosphoinositide-3-kinase, class 2, beta	cell communication	3.45 U	3.42 U	2.95 U

Fbxl22	F-box and leucine-rich repeat protein 22		3.36 D	3.72 D	3.67 D

Nupr1	nuclear protein 1	acute inflammatory response	3.31 D	3.00 D	3.01 D

Nov	nephroblastoma overexpressed gene	regulation of cell growth	3.27 D	3.10 D	3.48 D

Scg2	secretogranin II	MAPKKK cascade	3.22 D	3.16 D	3.15 D

Rbm5	RNA binding motif protein 5	nuclear mRNA splicing	3.14 U	3.99 U	4.04 U

Tpm1	tropomyosin 1, alpha	muscle contraction	3.11 D	3.29 D	3.27 D

Tpm1	tropomyosin 1, alpha	muscle contraction	3.11 D	4.63 D	4.57 D

Bzrap1	benzodiazapine receptor associated protein 1		3.08 U	3.61 U	3.25 U

Zeb2	Zinc finger E-box binding homeobox 2	regulation of transcription	3.07 U	5.80 U	2.06 U

Adamts1	ADAM metallopeptidase with thrombospondin 1	proteolysis	3.01 D	2.26 D	2.34 D

Myl9	myosin, light chain 9, regulatory		3.01 D	5.94 D	5.54 D

Gap43	growth associated protein 43	regulation of cell growth	2.98 D	3.34 D	3.22 D

Aldh1a1	aldehyde dehydrogenase 1 family, A1	metabolic process	2.94 D	2.77 D	2.91 D

Krt8	keratin 8	apoptosis	2.93 D	3.97 D	3.54 D

Gstm5	glutathione S-transferase, mu 5	metabolic process	2.86 D	3.14 D	2.81 D

Sh3bgr	SH3 domain binding glutamic acid-rich		2.85 D	3.32 D	3.40 D

Prph	peripherin	cytoskeleton organization	2.81 D	3.59 D	4.12 D

Ctgf	connective tissue growth factor	cartilage condensation	2.80 D	3.59 D	5.12 D

Sparcl1	SPARC-like 1		2.74 D	2.00 D	2.65 D

Pgm5	phosphoglucomutase 5	carbohydrate metabolism	2.74 D	3.86 D	4.72 D

Klhl23	kelch-like 23		2.74 D	2.26 D	2.16 D

Fhl1	four and a half LIM domains 1	cell differentiation	2.73 D	2.74 D	3.13 D

Acta2	smooth muscle alpha-actin	muscle contraction	2.70 D	4.63 D	2.86 D

Msln	mesothelin	cell adhesion	2.69 D	2.58 D	3.63 D

Sstr3	somatostatin receptor 3	signal transduction	2.67 U	3.11 U	2.90 U

Ppp1r14a	protein phosphatase 1, regulatory subunit 14A	phosphorylation	2.65 D	4.99 D	4.83 D

Timp1	TIMP metallopeptidase inhibitor 1	cell activation	2.64 D	4.04 D	4.54 D

Bcl2l2//Pabpn1	Bcl2-like 2//poly(A) binding protein nuclear 1	apoptosis	2.64 U	2.40 U	2.40 U

Ash1l	Ash1 (absent, small, or homeotic)-like		2.58 U	3.43 U	3.85 U

Mylk	myosin light chain kinase		2.57 D	3.10 D	3.94 D

Adh1	alcohol dehydrogenase 1	retinoid metabolism	2.52 D	2.52 D	2.56 D

Ptgis	prostaglandin I2 synthase	prostaglandin biosynthesis	2.48 D	2.92 D	3.33 D

Stmn2	stathmin-like 2	intracellular signaling	2.45 D	2.40 D	2.33 D

Gpd1	glycerol-3-phosphate dehydrogenase 1	gluconeogenesis	2.43 D	2.40 D	2.79 D

Pdlim3	PDZ and LIM domain 3	actin filament organization	2.42 D	2.33 D	2.50 D

Cgnl1	cingulin-like 1		2.41 D	2.01 D	2.15 D

Pla2g2a	phospholipase A2, group IIA	phospholipid metabolism	2.41 D	2.93 D	3.05 D

Ikzf2	IKAROS family zinc finger 2		2.39 U	5.10 U	4.82 U

Rgs4	regulator of G-protein signaling 4	signal transduction	2.39 D	2.27 D	2.55 D

Argbp2	Arg/Abl-interacting protein ArgBP2	intracellular signaling	2.36 D	2.30 D	2.45 D

Fgf13	fibroblast growth factor 13	MAPKKK cascade	2.35 D	2.80 D	2.86 D

Igf2	insulin-like growth factor 2	cell proliferation	2.30 D	4.82 D	6.01 D

Syt1	synaptotagmin I	transport	2.29 D	2.46 D	2.30 D

Hspb1	heat shock protein 1	response to heat	2.24 D	3.69 D	5.15 D

Gja5	gap junction protein, alpha 5	cell communication	2.24 D	3.04 D	2.93 D

Schip1	schwannomin interacting protein 1		2.23 D	2.92 D	2.80 D

Efemp1	EGF-containing fibulin-like extracellular matrix 1		2.23 D	2.41 D	3.39 D

Cxcr7	chemokine (C-X-C motif) receptor 7	signal transduction	2.22 D	2.24 D	3.13 D

Phemx	pan hematopoietic expression		2.21 U	2.56 U	2.61 U

Gpc3	glypican 3	regulation of growth	2.20 D	3.02 D	4.39 D

Leng8	leukocyte receptor cluster member 8		2.20 U	2.34 U	2.10 U

Crispld2	cysteine-rich secretory protein LCCL domain containing 2	lung development	2.20 D	3.82 D	3.77 D

Tagln	transgelin	cytoskeleton organization	2.20 D	3.49 D	3.54 D

Grb2	growth factor receptor bound protein 2	MAPKKK cascade	2.19 U	2.42 U	2.25 U

Parva	parvin, alpha	cell adhesion	2.16 D	2.04 D	2.30 D

Hist1h4b	histone cluster 1, H4b	nucleosome assembly	2.15 U	2.44 U	2.08 U

Des	desmin		2.12 D	3.69 D	4.05 D

Cryab	crystallin, alpha B	glucose metabolic process	2.09 D	3.37 D	3.18 D

Enpp3	ectonucleotidepyrophosphatase phosphodiesterase 3	phosphate metabolism	2.05 D	2.21 D	2.52 D

Bag2	Bcl2-associated athanogene 2	apoptosis	2.04 D	3.04 D	3.12 D

Wfdc1	WAP four-disulfide core domain 1	regulation of cell growth	2.01 D	2.66 D	2.80 D

Cd9	CD9 molecule	cell adhesion	2.01 D	2.24 D	2.12 D

The lists of genes differentially expressed by 2-fold with a p-value < 0.05 obtained for each experimental group were compared using Venn Diagrams in GeneSpring GX software v 10.0.2. The table shows the list of genes differentially expressed in all three conditions, and includes the Gene Symbol for all genes, their associated description and one of the Gene Onthology categories to which the genes belong according to GeneSpring GX. The ratio columns correspond to the absolute fold change in expression for the genes in each experimental group (A, B or C) relative to the control group (D) and the type of regulation (U, upregulation; D, downregulation)

### Detection of gene nodes upon BAN generation

A BAN was generated as described in Methods with the list of differentially expressed genes in common among the three groups of animals. This type of graphical representation evidenced several genes, such as connective tissue growth factor (Ctgf), tissue inhibitor of metalloproteinase 1 (Timp1), galanin (Gal), synaptotagmin 1 (Syt1), growth factor receptor bound protein 2 (Grb2), actin gamma 2 (Actg2) and smooth muscle alpha actin (Acta2), as highly interconnected nodes of the resulting network (Figure 3).

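Grb2, the adaptor that links growth factor receptors to Ras, has 3 probe sets on the array. On the brightest it rose 1.43-fold in group A (log2 difference 0.52, standard error 0.10, adjusted p = 0.00329 from limma), a call lost with the values as deposited, and differed by -0.03 in group B and -0.01 in group C (adjusted p = 0.922 and 0.973). A second differed by 0.26 in group A without passing (adjusted p = 0.168) and by -0.08 in both other groups. The third, the dimmest, was higher by 0.85 in group A (standard error 0.41, adjusted p = 0.182), 1.00 in group B (adjusted p = 0.271) and 1.01 in group C (adjusted p = 0.237). Its values in group D were 4.96, 4.53 and 6.72, and without group D replicate 3 it rose by 1.50, 1.66 and 1.66 and passed in every group. Of the other node genes, Actg2 passed 2-fold in group A, and Ctgf (now Ccn2), Timp1, Gal, Syt1 and Acta2 passed in no group with all 12 arrays.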

**Figure 3:**
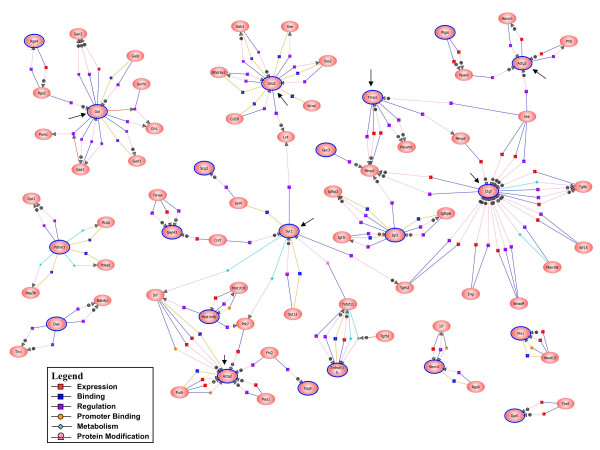
**BAN of differentially expressed genes**. The list of common genes among the three experimental groups of animals was the starting point to construct a BAN using the Pathway Architect software within GeneSpring GX. Expanded networks were constructed by setting an advanced filter that included the categories of binding, expression, metabolism, promoter binding, protein modification and regulation (see inset legend). Only proteins are represented. Genes present in the original list of common genes are encircled in blue, whereas the other genes were added by the software from the interactions database. The BAN presented shows some highly interconnected node genes that were object of further studies (pointed with arrows).

### Validation of node-genes selected from the BAN

We proceeded to validate the differential expression of the node-genes to verify the changes in their mRNA levels. Real-time PCR offers a non hybridization-based detection and was chosen as complementary to microarrays. The genes selected from the BAN representation were analyzed by RT-Real time PCR under the same experimental conditions as for the microarray analyses. Results are shown in Figure 4, where the levels of mRNA determined both in the microarrays and by RT-Real Time PCR for each gene in each experimental group are represented. 

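The array levels of the node genes are normalized log2 intensities (mean ± SD, n = 3 pups), in the order of groups A, B, C and D. Ctgf was at 7.24 ± 0.19, 6.72 ± 0.14, 6.36 ± 0.31 and 7.80 ± 1.16, and Timp1 at 7.71 ± 0.12, 6.87 ± 0.22, 6.65 ± 0.20 and 8.07 ± 1.36. Acta2 was at 8.05 ± 0.04, 7.28 ± 0.19, 7.03 ± 0.31 and 8.59 ± 1.40, and Actg2 at 5.65 ± 0.18, 4.69 ± 0.33, 4.51 ± 1.92 and 9.49 ± 3.13. Gal was at 3.17 ± 1.16, 2.44 ± 1.73, 2.74 ± 0.34 and 6.20 ± 2.43, above background in 2, 2, 1 and 3 arrays. Syt1 was at 2.99 ± 0.74, 3.38 ± 0.36, 2.31 ± 0.53 and 3.18 ± 0.82, above background in 2, 3, 1 and 2 arrays. The brightest probe set of Grb2 was at 9.67 ± 0.11, 9.13 ± 0.06, 9.14 ± 0.07 and 9.15 ± 0.14. For Ctgf, Timp1, Gal, Actg2 and Acta2, replicate 3 was the lowest array of group D. Aprt, the purine salvage gene used as reference in the RT-Real Time PCR, was at 10.88 ± 0.02, 10.30 ± 0.13, 10.34 ± 0.07 and 10.47 ± 0.28. It was 1.33-fold higher in group A (log2 difference 0.41, standard error 0.13, adjusted p = 0.0399 from limma) with the same sign under each scaling, but did not pass as deposited or without group D replicate 3 (log2 difference 0.25). In groups B and C it differed by -0.17 and -0.13 (adjusted p = 0.552 and 0.642). Without group D replicate 3 the difference was -0.33 in group B, which passed below 2-fold (adjusted p = 0.0317), and -0.29 in group C, which did not (adjusted p = 0.0506).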

In MLN, the mRNA levels for Gal and Actg2 were decreased by around 99%, and those of Timp1 and Syt1 decreased by 90-95% upon CLA administration in all groups of animals tested (p < 0.001). Treatment with CLA also decreased mRNA expression of Ctgf and Acta2 by around 80% (p < 0.01). Grb2 showed no changes in gene expression when determined by RT-Real Time PCR (p > 0.05, data not shown), at variance with the data obtained from the microarrays. These results confirmed the RNA data obtained in the screening performed using the microarrays for all the selected genes with the exception of Grb2.

**Figure 4:**
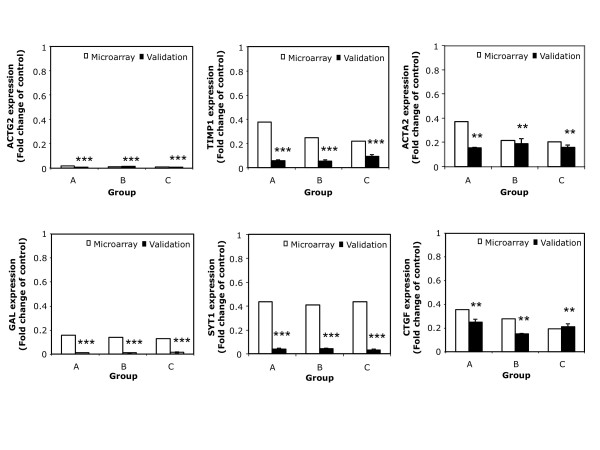
**mRNA levels of selected node genes**. The mRNA levels of the indicated genes were determined for the four groups of animals by RT-Real Time PCR as described in Methods. Empty bars represent the mRNA levels for each specific gene as determined in the microarray experiments, filled bars represent the mRNA levels for each specific gene as determined by RT-Real Time PCR. ** p < 0.01 and *** p < 0.001.

## Discussion

In this work, we analyzed the gene expression profile of MLN cells from suckling rats receiving an 80:20 c9,t11:t10,c12 CLA mix during early life. This particular mixture enriched with the c9,t11 isomer was used due to its resemblance with that in human breast milk [5]. Previous studies have demonstrated that this mix modulates immune development in suckling rats receiving it during gestation/suckling [15]. The main effect of this type of diet was found regarding immunoglobulin production at systemic and intestinal level [14,15]. However, the precise mechanism of action of this PUFA was not established. Thus, we used microarrays to get further insight in the effects of CLA supplementation on MLN gene expression. A large number of genes were modulated when CLA was administered during gestation and suckling (groups A and B, 5 wk). However, the use of Venn Diagrams evidenced that many genes were differentially expressed in both groups B and C, and less common genes were found between group A and the others. This behavior could be due to the different nutritional intervention that was performed. 

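The comparisons of groups A, B and C had the arrays of group D in common. Across the 31042 probe sets, which are not independent replicates, the log2 differences from group D of groups B and C had an r of 0.700. For groups A and B r was 0.220, and for groups A and C it was 0.211. In 50 simulations without any effect of CLA, the shared arrays of group D alone gave a mean r of 0.450 for groups B and C (-0.629 to 0.829), 0.441 for groups A and B (-0.652 to 0.760) and 0.469 for groups A and C (-0.248 to 0.914). Without group D replicate 3 the r were 0.817, 0.417 and 0.415. Lists of the observed sizes drawn independently would share 0.00087 lower and 0.000451 higher probe sets in groups B and C, 0.177 and 0.0478 in groups A and B, and 0.53 and 0.167 in groups A and C. In the simulations no probe set was shared at an adjusted p under 0.05 in any pair of groups.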

In the group A, CLA was added to the diet of the dams during suckling period and therefore CLA was incorporated in breast milk and transferred to the suckling pups. However, in groups B and C, CLA was directly administered by oral gavage to the suckling pups. This fact influences the proportion between the two CLA isomers that get to pups, as the ratio of c9,t11 CLA/t10,c12 CLA in pups's plasma was 83:14 for group A, but 93:7 for group B and 94:6 for group C as previously described [15].

The list of differentially expressed genes in the three conditions was used to generate a BAN. Several node genes, namely Ctgf, Timp1, Gal, Syt1, Actg2 and Acta2, were selected from this BAN, and changes in their mRNA expression were confirmed by RT-Real time PCR. Some of these node-genes may explain the behavior of CLA as immune modulator during early age.

Connective tissue growth factor (Ctgf) is a secreted extracellular matrix-associated protein that modulates many cellular functions, including proliferation, migration, adhesion, and extracellular matrix production, and it is involved in several biological and pathological processes [24]. 

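Ctgf, which carries the symbol Ccn2 now, encodes a matrix protein that fibroblasts and muscle cells release under TGF-beta. It differed from group D by -0.56 in group A, -1.08 in group B and -1.44 in group C on the log2 scale (standard error 0.41 in each, adjusted p = 0.395, 0.245 and 0.166 from limma). The arrays of group D were at 8.00, 8.84 and 6.56, and without replicate 3 Ctgf fell by 1.18, 1.70 and 2.06 and passed in every group. Ccn3, another member of its family, differed by -1.18, -1.12 and -1.24 and did not pass (adjusted p = 0.0533 in group A). Of 14 genes of the Timp and Ccn families, 4 of them in Table 1, none was lower and 2 were higher in group A, also when adjusted over the list alone. None passed limma in groups B and C, with 6 and 8 lower and 0 and 1 higher at an unadjusted p under 0.05. Adjusted over the list alone, none passed in group B and 7 were lower and 1 higher in group C, and without group D replicate 3 4, 8 and 9 were lower in the 3 groups. The median was 0.29 in group A, -0.49 in group B and -0.72 in group C. Camera placed the list lower in group C (adjusted p = 0.0303, and 0.885 with an estimated correlation), not in group A or B (adjusted p = 0.8 and 0.105). When group D replicate 3 was left out it was also lower in group B (adjusted p = 0.000335, and 0.000187 in group C), not in group A (adjusted p = 0.359), and did not pass with an estimated correlation (adjusted p = 0.0766 in group B and 0.0742 in group C). Smooth muscle genes moved with Ctgf in group D, high in replicates 1 and 2 and not in replicate 3.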

Dietary supplementation with CLA reduced mRNA levels of Ctgf in MLN in our three experimental approaches, indicating that downregulation of Ctgf is independent of the length and via of CLA supplementation. Ctgf is mainly regulated at the transcriptional level by bioactive lipids, as well as TGFβ and downstream mitogen-activated protein (MAP) kinase signaling [25].

We have previously reported that young (28-day-old) and adult animals fed with the same CLA mixture showed a reduction in the proliferation activity of spleen and MLN cells [16,17]. Given that Ctgf promotes DNA synthesis in chondrocytes, osteoblasts and fibroblasts [26], the observed decrease in proliferation could be mediated through Ctgf downregulation.

Tissue inhibitors of metalloproteinases (Timp) are multifunctional proteins including four members (Timp1-4). Timp1 is expressed and secreted by a variety of cell types and is present in most tissues [27,28]. Timp1 is able to promote cell growth, and its expression levels inversely correlate with the susceptibility to induction of apoptosis (reviewed in [29]).

Until now, two studies have reported different effects of CLA on Timp1 expression. On one hand, 1% CLA diet in a mice model of metastatic mammary tumor increased mRNA and protein levels of Timp1 [30], whereas an *in vitro *study using pure CLA isomers (c9,t11 CLA and t10,c12 CLA) on a macrophage cell line did not modify Timp1 gene expression [31]. Thus, the effect of CLA on Timp1 expression may depend on the tissue microenvironment and the experimental approach used. 

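Timp1, an inhibitor of matrix metalloproteinases that many stromal cells secrete, differed from group D by -0.37 in group A, -1.20 in group B and -1.43 in group C on the log2 scale (standard error 0.46 in each, adjusted p = 0.654, 0.251 and 0.181 from limma). Without group D replicate 3, at 6.51 against 8.77 and 8.94, it fell by 1.15, 1.98 and 2.21 and passed in every group. Timp4 rose by 0.84 in group A (standard error 0.25, adjusted p = 0.0285), while Timp2 at 0.42, -0.45 and -0.55 and Timp3 at 0.30, -0.41 and -0.56 passed in none of groups A, B and C. Among 23 genes of cell proliferation, 7 were lower and 3 higher in group A, also when adjusted over the list alone. Mki67, the Ki-67 antigen of cycling cells, fell there by 0.84 (standard error 0.14, adjusted p = 0.00109), Pcna, the sliding clamp of DNA synthesis, by 0.73 (standard error 0.12, adjusted p = 0.00133) and the ribonucleotide reductase Rrm1 by 1.91 (standard error 0.14, adjusted p = 4.37e-06). The median of the list was 0.04 in group A, with a mean of -0.11 and a median of -0.08 as deposited. None passed limma in groups B and C, also when adjusted over the list alone, with 3 and 0 lower and 0 and 1 higher at an unadjusted p under 0.05. When group D replicate 3 was left out, 9 were lower and 2 higher in group A, 10 were lower in group B, and 8 lower and 1 higher in group C. Camera did not separate the list from other genes in group A, B or C with all arrays (adjusted p = 0.235, 0.108 and 0.75), but placed it lower in each without this array (adjusted p = 0.0235, 0.00154 and 0.0362, and 0.626, 0.524 and 0.626 with an estimated correlation).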

In our study, CLA administration reduced mRNA levels for Timp1 in all three groups of animals. As Timp1 may stimulate cell proliferation by using several distinct signalling pathways, such as MAPK, the inhibitory effect of CLA on this gene may reduce lymphoproliferation. Thus, both Timp1 and Ctgf would play a role in a same signaling pathway that could explain the downmodulation of the lymphoproliferative response observed in 28-day-old animals fed with CLA from birth [16].

The neuropeptide Galanin (Gal) was also downregulated at the mRNA level by early CLA administration, independently of length, duration and via of supplementation. This peptide exerts a wide range of effects, not only in the central nervous system [32] but also in the enteric nervous system [33]. 

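Gal, the gene of a neuropeptide of enteric neurons, was 6.83-fold lower in group A, 8.77-fold in group B and 10.3-fold in group C with values under background raised to it. The log2 differences were -3.03, -3.76 and -3.46 (standard error 1.10 in each), and none passed (adjusted p = 0.0714, 0.211 and 0.178 from limma). In group D it was at 7.53, 7.67 and 3.39, and without replicate 3 the differences were -4.43, -5.17 and -4.86 and passed in every group. Vip, another peptide of enteric neurons, differed by -1.65, -4.03 and -2.32 (adjusted p = 0.0916 in group B), with 5.53, 5.04 and 3.04 in group D. The neuronal filament Prph was at 6.48, 6.35 and 3.93 there, and the growth cone gene Gap43 at 5.79, 5.52 and 3.50. Of 23 enteric neuron genes, 6 of them in Table 1, none passed limma in any group, with 7, 11 and 12 lower at an unadjusted p under 0.05. Adjusted over the list alone, 0, 10 and 9 were lower in groups A, B and C, and without group D replicate 3 9, 15 and 15. Camera placed the list lower in the 3 groups (adjusted p = 0.00677, 3.93e-06 and 1.37e-05, and 0.854, 0.572 and 0.572 with an estimated correlation). Leaving out group D replicate 3, it passed both ways (adjusted p = 3.49e-06, 5.62e-07 and 1.54e-06, and 0.0394 in each with an estimated correlation). Its mean score was 1.69 and 1.79 in group D replicates 1 and 2, -0.33 in replicate 3 and -0.72 to 0.15 in the other groups.
Of the receptors of galanin, Galr1 was at 0.10 to 1.29 in the means of the 4 groups, Galr2 at 2.31 to 3.72 and 2.00 to 3.30 on its probe sets, and Galr3 at 1.78 to 2.64, and none passed in any group. Galr2 fell in group B by 2.08 on its dimmer probe set without group D replicate 3. Of 13 neuropeptide receptors, 1 was lower and 2 higher in group A (1 and 3 adjusted over the list alone). Calcrl, part of the receptor of calcitonin gene-related peptide, fell by 1.48 (standard error 0.29, adjusted p = 0.00296), and Vipr1 and Adcyap1r1, receptors of Vip and of its relative PACAP, rose by 0.92 and 0.88 (standard errors 0.26 and 0.25, adjusted p = 0.0246 and 0.0252). None passed limma in groups B and C, also when adjusted over the list alone, with 2 and 1 lower and 2 and 2 higher at an unadjusted p under 0.05.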

Although Gal is mainly produced by neurons, it has been described that lymphocytes and macrophages can also synthesize it at a lower level [33]. A clear effect of neuropeptides such as somatostatin (SOM) or vasoactive intestinal peptide (VIP), including gut-associated immune system (GALT), has been already reported on the immune system [34]. When these neuropeptides are found in the intestine, they seem to affect the proliferation, differentiation and function of immune cells [33]. Thus, the effect of CLA on Gal expression could explain the immunoenhancing effects of CLA on developing GALT [17].

There is no data available on the effects of Gal on lymphoproliferation. SOM and VIP are mainly inhibitors of lymphocyte proliferation, apparently by reducing interleukin-2 production [34], whereas calcitonin-gene-related-peptide (CGRP), substance P (SP) or met-enkephalin stimulate lymphoproliferation [35,36]. Gal-mediated effects through its receptor Galr1 led to antiproliferative effects, whereas those through Galr2 and Galr3 were proliferative. All three receptors are expressed in immune cells [37]. When the same CLA mix was administered to young rats supplemented during suckling [16] or until adult age [17], a downmodulatory activity on proliferation in both spleen and MLN was observed, suggesting that this effect may be mediated in part by modulation of Gal expression. Thus, CLA is able to reduce Gal promoting activity on lymphoproliferation, indicating that Gal would be acting mainly through its Galr2 and Galr3 receptors in that environment.

During early life CLA is able to enhance the production of immunoglobulins [15] and more specifically IgA in the intestine [14]. Enhancement of intestinal IgA concentration by CLA could be due to the decrease of Gal expression in MLN, as it is the case for SOM in murine spleen, Peyer patches and MLN [38]. Moreover, as neuropeptides influence cytokine production, downregulation of Gal by CLA may be the responsible effector of the changes in cytokine concentrations found in previous studies [14,15]. However, the effect on Gal found here in early life, and their parallel immune effects, may not be present at older ages, since the maturation state of lymphocytes seem to affect the response to neuropeptides and cytokines due to their differential neuropeptidergic receptor expression [33]. This fact is in agreement with the effect described for CLA on developing immune system and immunoglobulin production [15,17], which is not observed later in life.

Synaptotagmins (Syts) constitute a family of proteins that act as Ca^2+-^sensors for regulated exocytosis and endocytosis [39-41]. Synaptotagmin proteins were first detected in the nervous system, but their expression has also been reported in other tissues. Thus, synaptotagmins have been proposed to be widespread regulatory proteins that confer Ca^2+-^sensitivity in a wide range of fusion events [39]. Indeed, Syts have been described to play a role in the maintenance of plasma membrane integrity [40], in cell resealing [42], in chemotactic cell migration [43], in insulin release from the pancreatic β-cells [44,45], in FGF-1 secretion in response to heat shock [46] and in degranulation of mast cells [47].

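Syt1, the calcium sensor of synaptic vesicles, differed from group D by -0.19 in group A, 0.20 in group B and -0.87 in group C on the log2 scale (standard error 0.56 in each). None of these passed (adjusted p = 0.867, 0.9 and 0.448 from limma), nor did -0.65, -0.26 and -1.33 without group D replicate 3. Its arrays in group D were at 3.49, 3.80 and 2.25, close to background. Of 14 synaptotagmins, Syt1 being the 1 in Table 1, none passed limma in any group, also when adjusted over the list alone. At an unadjusted p under 0.05, 0, 1 and 0 were lower and 1, 0 and 1 higher in groups A, B and C. The medians were -0.17, -0.12 and -0.66, with no separation from other genes by camera (adjusted p = 0.727, 0.838 and 0.581). Without group D replicate 3, 1 synaptotagmin was lower in group C.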

CLA supplementation caused downregulation of Syt1 by about 2.3 fold in the three dietary approaches. Syt1 is mainly localized in synaptic vesicles, where it functions as a Ca^2+-^sensor for exocytosis [48]. Indeed, Syt1 has been proposed to play specific roles in synaptic vesicles trafficking, in facilitating docking [49], and in vesicle fusion [50]. Although it has been traditionally proposed to be a neuron-specific isoform, Syt1 has been demonstrated to have important roles in membrane trafficking in non-neural and non-hormonal cells [51,52].

Syt1 was previously associated with CLA supplementation, as its expression was significantly decreased in mice receiving a diet enriched in the t10,c12 CLA isomer compared with c9,t11 CLA [52]. Syt1 downregulation was associated with the presence of hepatic fat, suggesting that changes in expression of Syt1 may indicate that other genes than the traditional are involved in lipid handling in hepatic cells, and probably in MLN. Syt1 has also been shown to play a role in neurotransmitter release [53,54]. As described above, we found the neuropeptide Gal underexpressed upon CLA supplementation. Since it has been described that Gal is secreted by enteric nerves [55], we propose that downregulation of Syt1 upon CLA supplementation would lead to a decrease in Gal secretion, thus enhancing the negative effects that downregulation of Gal would have on lymphoproliferation.

Actins are highly conserved proteins that are involved in various types of cell motility, and maintenance of the cytoskeleton. In vertebrates, three main groups of actin isoforms, alpha, beta and gamma have been identified. The alpha actins are found in muscle tissues and are a major constituent of the contractile apparatus. The beta and gamma actins co-exist in most cell types as components of the cytoskeleton, and as mediators of internal cell motility. There are three α-actins (skeletal, cardiac, and smooth muscle), one β-actin (β-nonmuscle), and two γ-actins (γ-smooth muscle and γ-nonmuscle) [56]. The cytoskeleton constitutes a network that serves to maintain cell shape and to regulate dynamic cellular functions. It provides essential scaffolding for the localization and activation or inhibition of diverse cytoplasmic signaling molecules, as well as anchors for motor proteins that are necessary for intracellular transport and cell division [57,58]. In our microarray experiments we found that expression of smooth muscle γ-actin (Actg2), found in enteric tissues, and α2-actin (Acta2) were decreased upon dietary supplementation with CLA.

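Actg2, the gamma actin of visceral smooth muscle, fell 14.3-fold in group A (log2 difference -3.84, standard error 1.21, adjusted p = 0.0402 from limma). It differed by -4.80 in group B and -4.98 in group C without passing (adjusted p = 0.176 and 0.141). Acta2, the alpha actin of vascular and other smooth muscle, differed by -0.54, -1.31 and -1.56 (standard error 0.48 in each, adjusted p = 0.496, 0.236 and 0.175), with 9.19, 9.60 and 6.99 in group D. Myh11, the smooth muscle myosin heavy chain, fell 8.14-fold in group A (-3.02, standard error 0.52, adjusted p = 0.00153) and differed by -3.22 and -3.15 in groups B and C (adjusted p = 0.0837 and 0.0735), with 9.75, 10.13 and 7.55 in group D, while a second, dimmer probe set differed by -2.34, -1.14 and -1.03 without passing (adjusted p = 0.109, 0.596 and 0.61). Cnn1, the calponin of contractile cells, fell 7.75-fold in group A (-2.95, standard error 0.83, adjusted p = 0.0232) and was at 8.97, 8.70 and 5.07 in group D. Acta1, the skeletal actin, fell by 2.83 in group A (standard error 0.85, adjusted p = 0.0318), and Actg1, the gamma actin of most cells, differed by 0.01, 0.03 and -0.06. Without group D replicate 3, Actg2 fell by 5.64, 6.60 and 6.79 and Acta2 by 1.34, 2.11 and 2.36, and both passed in every group. The group A call of Actg2 was lost without any array of groups A or B, group C replicate 1, or group D replicate 1 or 2, and its adjusted p ranged from 0.000232 to 0.312 over the alternatives. That of Cnn1 was lost without group A replicates 1 or 3 or group D replicates 1 or 2, at log2 differences of -2.82, -2.86, -2.26 and -2.39.
Of 23 smooth muscle genes, 13 of them in Table 1, 8 were lower and 1 higher in group A (9 and 1 adjusted over the list alone). None passed limma in groups B and C, where 20 were lower at an unadjusted p under 0.05 in each, and 18 and 20 adjusted over the list alone. Without group D replicate 3, 16, 18 and 20 were lower in the 3 groups and none higher. Camera placed the list lower (adjusted p = 0.00591, 4.48e-09 and 6.88e-09, and 0.913, 0.572 and 0.572 with an estimated correlation, or 0.0963, 0.0592 and 0.0592 without that array). Of the 4 actin genes, 3 of them in Table 1, Actg2 and Acta1 were lower in group A, also when adjusted over the list alone, and 3 were lower in groups B and C adjusted over the list alone. The mean score of the smooth muscle list was 1.75 and 1.69 in group D replicates 1 and 2, -0.20 in replicate 3 and -0.84 to 0.03 in the supplemented groups.

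**Figure D2:**
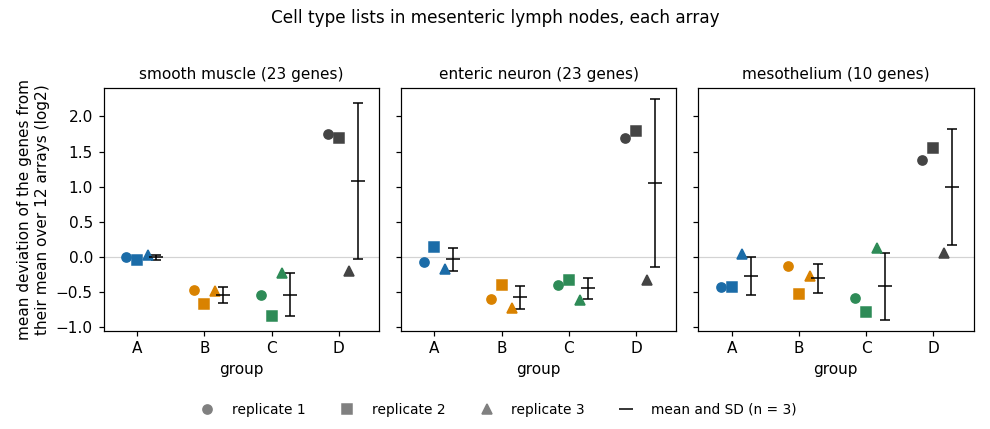
Mean score of gene lists by array, in log2 units around the mean of all arrays, with 1 point per array and 3 arrays per group. Smooth muscle, enteric neuron and mesothelium are high in group D replicates 1 and 2 (1.75 and 1.69, 1.69 and 1.79, 1.38 and 1.55) and not in replicate 3 (-0.20, -0.33 and 0.05).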

Alpha-smooth muscle actin expression is regulated by TGF-β and TNF-α. Changes in alpha-smooth muscle actin, collagen, and fibronectin expression result in decreased contraction and stiffness of collagen matrices [59]. The effect of TGF-β has been related to a conserved TGF-β control element (TCE) within the 5'-region of alpha-smooth muscle actin, also known as smooth muscle cell differentiation marker. TCE could mediate both transcriptional activation and repression in cultured smooth muscle cells through interaction with members of the zinc finger Kruppel-like transcription factor family [60]. On the other hand, it has been reported that TGF-β1 is able to significantly increase Acta2 expression in both normal and cancer associated fibroblasts cultures [61], which are believed to promote tumor growth and progression. Overall, the downregulation of actins upon CLA supplementation would affect both the contractile apparatus and the cytoskeleton with a final effect on cell motility. However its relationship with the development of the immune system remains unclear. Deficiencies in proteins that regulate the cortical actin cytoskeleton have increasingly been associated with immunodeficiency and autoimmune or autoinflammatory disease, indicating a critical role for these regulators in immune response and tolerance (reviewed in [56]).

Besides the modulatory action of CLA found on the above node genes, other genes with importance on the immune system were differentially modulated and would require further studies. This is the case of for the receptors for interleukin-7 (Il7r) and chemokines (i.e. Cxcr7) which are involved in mucosal immune responses and chemotaxis, respectively [62,63].

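Il7r, the interleukin-7 receptor that keeps naive T cells alive, fell 2.59-fold in group A (log2 difference -1.38, standard error 0.36, adjusted p = 0.0174 from limma), from 7.43 ± 0.97 in group D to 6.05 ± 0.32 (mean ± SD, n = 3). It was at 8.36 ± 0.24 in group B and 8.53 ± 0.23 in group C, and these differences of 0.93 and 1.10 did not pass (adjusted p = 0.253 and 0.182). Between group A and groups B and C it differed 5.25-fold (-2.39, standard error 0.31, adjusted p = 8.85e-05), and on a second probe set 3.94-fold (-1.98, standard error 0.28, adjusted p = 0.000165). That probe set differed from group D by -0.62, 1.15 and 1.56 in groups A, B and C without passing (adjusted p = 0.216, 0.21 and 0.12). Group D was at 6.73, 7.01 and 8.54 on the first probe set, and without replicate 3 the differences were -0.82, which passed below 2-fold, 1.49 and 1.66, the last 2 passing 2-fold. The group A call was lost without group A replicate 1 or 2 (log2 differences -1.34 and -1.23). Cxcr7, now Ackr3, a scavenging receptor of the chemokine Cxcl12, differed by -0.55, -0.81 and -1.03 in groups A, B and C (standard error 0.31 in each, adjusted p = 0.262, 0.251 and 0.174), with 8.11, 8.26 and 6.84 in group D. Without replicate 3 it fell by 1.00, 1.26 and 1.48 and passed in every group.
Of 20 T cell genes, 2 were lower and 5 higher in group A (3 and 6 adjusted over the list alone). Cd8a, the coreceptor of cytotoxic T cells, fell by 0.71 (standard error 0.18, adjusted p = 0.0165), and the receptor kinase Zap70 and the T cell factor Bcl11b rose by 0.56 and 0.72 (standard errors 0.10 and 0.16, adjusted p = 0.00231 and 0.00787). None passed limma in groups B and C, with 1 lower and 3 higher at an unadjusted p under 0.05 in each, and 2 higher in group C adjusted over the list alone. Camera did not separate the T cell list from other genes in group A, B or C (adjusted p = 0.64, 0.956 and 0.107). When group D replicate 3 was left out, 2 and 3 T cell genes were higher and none lower in groups B and C. Camera then placed the list higher in group C (adjusted p = 0.0348, and 0.551 with an estimated correlation), not in group A or B (adjusted p = 0.32 and 0.359).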

## Conclusions

In summary, by using rat whole genome microarrays, we determined the changes in gene expression induced by an 80:20 c9,t11:t10,c12 CLA mix in MLN from suckling rats. The generation of a biological association network allowed the identification of specific node genes that might be involved in immune responses. We conclude that Ctgf, Timp1, Gal and Syt1, among others, are gene target candidates modulated by CLA which may explain the effect of this PUFA on mucosal immune responses in early life.

## Methods

### Animals

Wistar rats at 7 days of gestation were obtained from Harlan (Barcelona, Spain) and housed in individual cages under conditions of controlled temperature and humidity in a 12 h:12 h light:dark cycle, with access to food and water *ad libitum*. The rats were monitored daily and allowed to deliver at term. The day of birth was reported as day 1. Pups, unified in litters of ten per lactating dam, had free access to the nipples and rat diet. Animals were daily identified and weighed, and handling was done in the same time range to avoid the influence of biological rhythms. On day 21 (weaning day), pups were anaesthetized with ketamine/xylazine (ketamine 90 mg/kg plus xylacine 10 mg/kg of rat weight) and sacrificed by humanitarian methods. MLN were obtained and were flash-frozen in liquid N_2 _and stored immediately at -80°C until processing. Studies were performed in accordance with the institutional guidelines for the care and use of laboratory animals established by the Ethical Committee for Animal Experimentation of the University of Barcelona and approved by the Catalonian Government (CEEA 303/05, UB/DMA 3242).

### Experimental Design

Animals were randomly distributed in 4 dietary groups, according to total period of CLA supplementation and administration route used in the pups [15]. Total period of CLA supplementation (TPS) is shown in parentheses in the experimental design (Figure 1). Pups from dams fed with a 1% CLA diet during the two last weeks of gestation and throughout the suckling period constituted Group A. These pups received CLA through the dam's milk during suckling (TPS 5 wk). Pups from dams fed only during gestation (two last weeks) with a 1% CLA diet and receiving a daily CLA supplement by oral gavage throughout the suckling period (TPS 5 wk) constituted group B. Pups from dams fed with a standard diet during the two last weeks of gestation and suckling and receiving CLA by daily oral gavage throughout the suckling period (TPS 3 wk) constituted Group C. Group D, pups from dams fed standard diet throughout the study, constituted the reference diet group (TPS 0 wk).

In this later group, CLA levels present in milk samples were very low for the c9,t11-CLA isomer (0.02 ± 0.00% in total milk fatty acids) and undetectable for the t10,c12-CLA isomer [15].

### Dietary CLA supplementation

The standard diet corresponded to the American Institute of Nutrition (AIN)-93G formulation [64], containing 7% soybean oil. A 1% CLA diet was obtained from modified standard flour AIN-513 (Harlan) containing 10 g CLA/kg as previously described [14]. Thus, the supplemented diet contained 6% soybean oil plus 1% CLA oil. The CLA isomer mixture used was 80% c9,t11 and 20% t10,c12 from the total CLA isomers in oil. The 1% CLA diet in suckling animals corresponded to a daily administration of 1.5 mg CLA oil provided/g rat from day 1 to 21. Low-capacity syringes (Hamilton Bonaduz AG) adapted to oral 25- or 23-gauge gavage tubes, 27 mm in length (ASICO) were used for oral administration before and after day 5, respectively. To allow gastric emptying, litters were separated from dams 1 h before oral supplementation [65]. CLA arrival to pups was confirmed by its quantification in 21-day-old plasma; moreover, immunomodulatory action of CLA in these animals by means of evaluation of sera Ig concentration, and *in vitro *Ig production and proliferation by isolated splenocytes was also previously observed [15].

### RNA extraction

Three animals were randomly selected from the 10 that constituted each experimental group. Total RNA from MLN of each animal was prepared using the RNAeasy Lipid Tissue Mini kit (Qiagen) following the recommendations of the manufacturer. Briefly, tissue samples were thawed and homogenized in QIAzol Lysis Reagent. After addition of chloroform, the homogenate was separated into aqueous and organic phases by centrifugation. The aqueous phase was applied to the RNeasy spin column and RNA was eluted in RNase-free water. An additional step of phenol-chloroform extraction and ethanol precipitation was performed to ensure the purity of the RNA samples from MLN. Ribosomal RNA band integrity was assessed on an Agilent BioAnalyzer 2100 using an RNA Nano LabChip (Agilent Technologies).

### Microarrays

Gene expression was determined by hybridization to the GeneChip^® ^Rat Genome 230 2.0 (Affymettrix), that allows the simultaneous analysis of the expression level of over 30,000 transcripts and variants from over 28,000 well-substantiated rat genes. Labeling, hybridization and detection were carried out following the manufacturer's specifications. Triplicate samples were hybridized for each experimental condition.

### Microarray data analysis

Gene expression analysis was carried out with GeneSpring GX v10.0.2 software (Agilent Technologies), using the latest gene annotations available. This software package allows multifilter comparisons using data from different experiments to perform the normalization, generation of restriction lists and the functional classification of the differentially expressed genes. All the samples were normalized against the median of the control samples (Group D). The expression of each gene is reported as the ratio of the value obtained after each condition relative to control condition after normalization of the data. Lists of differentially expressed genes were generated using data from the three independent experiments for each condition. A first filter was applied to select the genes that displayed a p-value of less than 0.05. The output of this analysis was then filtered by fold expression, generating lists of differentially expressed genes by 2-fold for each of the experimental groups. These lists were split in two others of upregulated or downregulated genes. Comparisons of the lists of upregulated genes among them were performed by Venn Diagrams in GeneSpring GX. Lists of downregulated genes were also compared among them using the same approach. This procedure allowed us to find differentially expressed genes that followed the same pattern (e.g. upregulated or downregulated) in common among the experimental conditions.

### Biological Association Networks generation

The list of common genes differentially expressed by 2-fold with a p-value < 0.05 in the tree groups of animals was used to construct a biological association network (BAN) using the Pathway Architect software integrated within GeneSpring GX. Briefly, the Pathway Architect software generates interaction networks starting with the genes in a given list (entities) taking into account the information present in a database of known molecular interactions. The lists correspond to the collection of differentially expressed genes under specific conditions. The database of molecular interactions is composed by more than 1.6 million interactions divided into different classes (binding, regulation, promoter binding, transport, metabolism, protein metabolism and expression). The interactions are extracted from literature using a Natural Language Processing tool run on Medline Abstracts (NLP references), plus those obtained from external curated databases like BIND [66] and MINT [67]. Interactions in the interaction database are scored into 5 different categories: maximum, high, medium, low and minimal. Curated interactions (BIND and MINT sources) get the Maximum quality score as do any interactions which have at least 3 NLP references. Pathway Architect gathers all that information to construct novel views as to how the entities in a list could be interacting with each other, even including entities not present in the original list (neighbors resulting from the expanded interaction). Customized analyses were performed to select relevance interaction networks with an associated high confidence index since such networks are likely to mirror biological significance. One-step expansion (expand network) of the original set of entities with maximum score interaction were then analyzed by setting an advanced filter that included the categories of binding, expression, metabolism, promoter binding, protein modification and regulation. This procedure gives a final view formed by a collection of nodes with different degrees of interrelationship. A number of gene products from the original list that were not significantly connected with the other members or neighbors were removed from the final view.

### RT-Real Time PCR

cDNA was synthesized in a total volume of 20 μl by mixing 1 μg of total RNA, 125 ng of random hexamers (BioTools), in the presence of 75 mM KCl, 3 mM MgCl_2_, 10 mM dithiothreitol, 20 units of RNAsin (Promega), 0.5 mM dNTPs (BioTools), 200 units of M-MLV reverse transcriptase (Invitrogen) and 50 mM Tris-HCl buffer, pH 8.3. The reaction mixture was incubated at 37°C for 60 min. The cDNA product was used for subsequent amplification by Real Time-PCR. The expression levels of outlier genes differentially expressed in the microarrays was determined in an ABI Prism 7000 Sequence Detection System (Applied Biosystems) using 3 μl of the cDNA mixture and the Assays-on-demand Rn00583681_m1 for Gal, Rn00587558_m1 for Timp1, Rn00573960_g1 for Ctgf, Rn00578230_m1 for Grb2, Rn00436862_m1 for Syt1, Rn00563662_m1 for Actg2, Rn01759928_g1 for Acta2 and Rn01432775_m1 for Aprt (all from Applied Biosystems). Aprt mRNA was used as an endogenous control. The reaction was performed following the manufacturers recommendations. Fold-changes in gene expression were calculated using the standard ΔΔCt method.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

CC, FJPC, MR, AF and VN designed the study and supervised the experimental work. ES, CRS, FJPC, CC, AF and VN performed the experimental work. ES, CJC, and FJPC analyzed the data. FJPC, AF, ES and VN wrote the manuscript, with input from all authors. All authors read and approved the final manuscript

## Supplementary Material

Additional file 1 **List of genes differentially expressed by 2-fold in experimental Group A (CLA supplementation during gestation and during suckling through dam's milk)**. Excel file containing the list of 2-fold differentially expressed genes in group A with respect to the control (Group D) generated using GeneSpring software. It includes the gene symbol of all genes and the associated description. The absolute fold change values relative to the control group and the type of regulation (Up or Down) are provided. The differentially expressed transcripts corresponding to open reading frames, transcribed sequences, cDNA clones or hypothetical genes were removed. Click here for file

Additional file 2 **List of genes differentially expressed by 2-fold in experimental Group B (CLA supplementation during gestation and during suckling through oral gavage)**. Excel file containing the list of 2-fold differentially expressed genes in group B with respect to the control generated as described in Additional file 1. Click here for file

Additional file 3 **List of genes differentially expressed by 2-fold in experimental Group C (CLA supplementation during suckling through oral gavage)**. Excel file containing the list of 2-fold differentially expressed genes in group C with respect to the control generated as described in Additional file 1. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

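Messenger RNA of mesenteric lymph nodes was measured on Affymetrix Rat Genome 230 2.0 arrays, with 1 array for each of 12 pups at day 21 and 3 pups in each of groups A, B, C and D. The paper states that 3 animals were chosen at random from the 10 of each group. Which litters they came from is not given in the sources used here. The authors made the deposited values with MAS5, and each value is a signal intensity on a linear scale for 1 probe set in 1 array. The deposited intensities were not scaled between arrays. For its own lists the paper states that values were normalized to the median of group D in GeneSpring, and that probe sets were kept at p under 0.05 and then at a fold of 2, without naming the test or a correction for multiple testing.

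The file holds 31099 probe sets in 12 columns, and all columns belong to a sample of the paper. It holds 30 zeros, which took the smallest positive value before the logarithm. The log2 values of all probe sets were quantile normalized over the 12 arrays, and values under a linear intensity of 1 were then raised to 1. As deposited, before normalization, between 878 and 3013 probe sets per array were under an intensity of 1. The plan, written before the data were examined, had taken the deposited values as comparable between arrays. After the array medians were seen to range from 19.3 to 38.5, and after the counts under several settings had been seen, quantile normalization was made the main setting. The deposited values without normalization became an alternative. With them the median log2 difference of all probe sets was -0.12 in group A, -0.55 in group B and -0.70 in group C against group D, and 0.49 for group A against groups B and C. With quantile normalization these medians were 0.07, -0.04, -0.04 and 0.11, and with centring on the 75th percentile 0.05, -0.04, -0.06 and 0.10.

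The 57 control probe sets were left out, so 31042 were tested. Of these 20826 carry 1 gene symbol, 436 several and 9780 none. Symbols were updated by gene number against the genes of rat assembly GRCr8, which was used for names only. In counts of genes, the probe set with the highest mean stood for each of 14217 genes. Tests used limma 3.58.1 in R 4.3.3, with 1 mean per group, empirical Bayes moderation with a trend of the variance over the mean level, and a two-sided test. Adjustment was by Benjamini-Hochberg over all probe sets within each comparison. Groups A, B and C were each compared with group D, group A with groups B and C, and groups B and C with each other. A call needed an adjusted p under 0.05 and a fold of at least 2, while members of a gene list were counted at an adjusted p under 0.05 alone. The background of an array was the 95th percentile of 27 probe sets for spikes that were not added. The number of arrays limits the precision. With 3 against 3 the smallest exact permutation p is 0.1. Tested on simulated data of the same size with 200 changed probe sets, the calls recovered 11 of 50 at 2-fold, 41 of 50 at 3-fold, 50 of 50 at 4-fold and 49 of 50 at 8-fold, with 9 false calls in 3 comparisons.

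Named genes were set by a rule. It covers every gene that the paper's text names as changed or selected, the genes of Table 1, the members of the gene lists, the RT1 genes, and in each comparison the 10 largest rises and 10 largest falls among called probe sets with 1 symbol whose arrays do not overlap between the groups. Values of Table 1 and of the additional files had been seen when the rule was written. The 38 lists were written from textbook knowledge after the paper's tables had been read. They cover smooth muscle, enteric neuron, glia and Schwann cell, mesothelium, fibroblast and extracellular matrix, adipocyte, pancreas, gut epithelium, endothelium and high endothelial venule, stromal cells of the lymph node, B cell, plasma cell and IgA, T cell, macrophage and dendritic cell, neutrophil, mast cell, erythroid, cell proliferation, PPAR targets and fatty acid oxidation, lipogenesis and cholesterol synthesis, eicosanoid synthesis, splicing regulators, immediate early and heat shock genes, CCT chaperonin, aminoacyl-tRNA synthetases, translation initiation factors, proteasome, mitochondrial respiratory chain, cytosolic ribosome, interferon response, cytokines, neuropeptide receptors, Timp and Ccn family, TGF-beta and BMP pathway, synaptotagmins, actins, housekeeping genes and RT1 genes. Each list was tested in 4 comparisons with camera of limma at a preset correlation of 0.01, adjusted over the 152 tests, and again with an estimated correlation. The score of a list in an array is the mean of its members, each centred on its mean over the 12 arrays.

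The alternatives were values as deposited, centring on the 75th percentile, a floor of 32, leaving out the dimmest 40% of probe sets, no trend of the variance, a fit of only the 2 groups compared, unadjusted p with and without moderation, 1 probe set per gene, annotated probe sets only, a term for the replicate number, and leaving out each array in turn. For the gene lists the mean of a gene's probe sets was also tried. Values as deposited, unadjusted p together with leaving out group D replicate 3 or with 1 probe set per gene, and the centring for the gene lists were chosen after seeing the data. The overlap that shared arrays of group D give without any effect was found from 50 simulations. Other splits of the arrays were counted, 10 for each comparison of 3 against 3 and 100 drawn from 220 for groups A, B and C together against group D. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.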

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

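The tests of the label and the RNA quality of group D replicate 3, the tests of muscle wall cells, of the share of lymphoid cells and of an effect of the diet in every animal, and the tests of the RNA quality of group A and of scaling against probe sets of the same brightness were chosen only after the result was seen.

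Group A differed from group B in 4966 probe sets and from group C in 5247, although all 3 groups received CLA and groups A and B for the same time. These results stand out because the difference between 2 supplemented groups was tested directly and exceeded each group's difference from group D. Fitted as 2 groups of 3 arrays, the real splits gave 5206 and 5467 and the highest of the others 0 and 0, each real split being 1 of 10, which are too few for a share under 0.05.

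The RT1 genes, the rat genes of the major histocompatibility complex that show antigen to T cells, are not discussed in the paper's text, although its additional files list them on 13 lines for group A and 5 for group C. Of their 31 probe sets, 3 were 2-fold lower and 4 higher in group A than in group D, a signal in genes outside those that the paper discusses. RT1-Bb, a class II chain, fell 87.2-fold on 1 probe set with the value of group A replicate 2 raised to background (log2 difference -6.80 without this, standard error 1.16, adjusted p = 0.00142 from limma). On it group A was at 2.13 to 3.49, group B at 9.37 to 10.45, group D at 9.48 to 9.75 and group C at 3.79, 9.59 and 3.45, so group C replicate 3 lay within the range of group A and replicate 1 just above it. On another probe set of RT1-Bb only group B replicate 1 was low, at 3.20 against 10.58 to 11.88. The class I gene RT1-CE10 was at 10.27 to 10.61 in group A, 6.35 to 6.63 in group B, 9.67 to 10.26 in group C and 6.82, 6.59 and 9.77 in group D (group A against group D 2.76, standard error 0.60, adjusted p = 0.0059). No RT1 probe set passed limma in groups B and C with all arrays, with 2 lower and 0 higher in group B and 4 lower and 5 higher in group C at an unadjusted p under 0.05. For group C this rested on group D replicate 3, without which 2 were 2-fold lower and 7 higher, RT1-CE10 by 3.25 (adjusted p = 1.65e-06), while in group B still 0 were and in group A 2 and 7. Counted by gene, 1 of 18 RT1 genes was lower and 6 were higher in group A (2 and 6 adjusted over the list alone), and no technical explanation was tested.

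The first pattern is that group D replicate 3 lay with the arrays of groups B and C. Against an animal of group B or C in its place, the 3 arrays of group D lay at least 2-fold beyond all 9 others on 16 probe sets, and on at most 7 when an array of group B or C took the place of replicate 3. Few arrays could take its place, so being the highest of them does not exclude a mislabelled sample, which stays open. RNA quality stays open, since the median beta-actin 3'/5' ratio of groups B and C was 1.61, above 1.30 and 1.50 in group D replicates 1 and 2, and replicate 3 was at 1.91, although group B replicate 1 at 1.44 lay below group D replicate 2. Group A, which did not lie with groups B and C, had ratios of 1.37 to 1.79 that overlap theirs, so the ratios do not speak for this explanation either. A difference between animals or litters of group D also stays open and was not tested.

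The second pattern is that smooth muscle, enteric neuron and mesothelium genes were high in group D replicates 1 and 2. Against a lower share of lymphoid cells in them, the pancreas, adipocyte and mast cell lists rose by 0.152, 0.291 and -0.13. The smooth muscle list rose by 2.09, a ratio of 0.0508 for the mean of the former. Only 6 of the 16 pancreas genes lay above background, so that list can show little. The fibroblast and matrix and glia lists rose by 0.881 and 0.503 and the B cell list by -0.462, which goes with such a share. The T cell and plasma cell lists rose by -0.1275 and -0.0897, with upper limits of 2 standard errors at 0.0394 and 0.249. Neither therefore fell beyond its spread. The gut epithelium list rose by 1.16, but by 0.377 in replicate 1 and 1.95 in replicate 2. It was highest in replicate 3, 2.50 above the mean of the 9 supplemented arrays, so it did not follow the pattern. The endothelium and node stroma lists rose by only 0.301 and 0.147 (upper limits of 2 standard errors 0.423 and 0.482 against a lower one of 1.45 for smooth muscle). The values argue against a share that raises all other cells alike, and a smaller contribution stays open. Muscle wall of the gut or mesentery in these samples stays open, since 46 of the 56 members of the lists, a share of 0.821, were higher in both arrays than in all 9 arrays of the supplemented groups, which restates the pattern and neither excludes this explanation nor favours it. The node has smooth muscle and nerve of its own, the nodes were not sorted, and 13, 6 and 4 members of the lists were picked into Table 1 from these arrays. An effect of CLA in every animal also stays open, since group D replicate 3 was above all 9 on 5 members, a share of 0.0893, and 1 animal cannot decide it.

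The third pattern is that splicing and chaperonin genes were lower in group A than in groups B and C. Against odd behaviour of single probe sets, the differences of 2 probe sets of a gene had an r of 0.616 across 4525 genes (0.0066 for random pairs), and 421 of 424 genes with both probe sets called had them in 1 direction. Against scaling of the arrays, which moves probe sets of the same brightness alike, the splicing regulators differed from such probe sets by medians of -1.10 after quantile normalization and -1.16 as deposited, which centring cannot alter, and the chaperonins by -1.46 and -1.48 (upper 95% limits at or below -0.35), while the plain medians, -0.82 and -1.06 when centred, were -0.40 and -0.65 as deposited, of which the former lay above the bound set for scaling, a bound that had left out the median of 0.49 over all probe sets. RNA quality stays open, since the beta-actin 3'/5' ratios of group A, 1.37 to 1.79, lay across those of groups B and C, 1.44 to 1.79, but its Gapdh ratios were 1.21 to 1.53 against 1.10 to 1.28 (medians 1.38 and 1.11) and its hexokinase ratios 2.84 to 4.96 against 1.62 to 3.24 (medians 3.19 and 2.61). The way of administration, with gavage in groups B and C only, stays open as a biological explanation and was not tested apart from the groups. Group D had no gavage. Its chaperonin scores were 0.43, 0.43 and 0.20, near groups B and C at 0.26 to 0.35, with group A at -1.18 to -0.84. For the chaperonins this argues against gavage itself, while CLA through milk stays open. Group D replicates 1 and 2 had low splicing scores (-0.66 and -0.52) at Gapdh ratios of 1.06 and 1.11. Replicate 3 was at 0.44, so the splicing scores cannot decide.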

How the results depend on the processing

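The tests on values as deposited, those on an unadjusted p with group D replicate 3 left out or with 1 probe set per gene and the centring of the gene lists were chosen only after the result was seen. Over 25 alternatives for each of 21 counts, 244 values stayed within 1.5 times the count with all arrays and 281 moved further, and the cause was not tested except where named. The counts lower in group A and different between groups A and B left that range only with the floor of 32 and with 1 probe set per gene, at an adjusted or unadjusted p. Centring on the 75th percentile moved no count.

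Leaving out 1 array at a time, the probe sets lower in group A ranged from 1491 to 1897 and those higher from 429 to 1087. In group B they ranged from 1 to 719 and from 1 to 1858, in group C from 2 to 895 and from 0 to 1979, in groups A or B together from 1920 to 4714 and in group C in either direction from 2 to 2874. The overlaps of groups A and B ranged from 1 to 182 lower and 1 to 477 higher, those of groups A and C from 1 to 193 and 0 to 491, those of groups B and C from 1 to 445 and 0 to 1611, and those of all 3 groups from 1 to 138 and 0 to 427. Probe sets lower in group A and higher in group B or C ranged from 0 to 107. Differences ranged from 4126 to 5436 between groups A and B, from 4333 to 5744 between groups A and C, from 1 to 14 between groups B and C, and from 3 to 1772 for groups A, B and C together against group D. The highest value of each range came without group D replicate 3, except for the probe sets lower in group A, where it came without group D replicate 1.

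With an unadjusted p, 1351 probe sets were higher in group A, 803 lower and 1281 higher in group B, and 925 lower and 1357 higher in group C. Groups A or B had 5308 and group C 2282. The overlaps were 195 lower and 219 higher for groups A and B, 206 and 212 for groups A and C, 321 and 850 for groups B and C, and 126 and 132 for all 3. Opposite were 110, between groups B and C 760 and for the 3 groups together 1496. An unadjusted p admits more probe sets by construction. Without moderation and with an unadjusted p, group B had 434 lower and 315 higher, group C 465 and 349 with 814 in all, and the overlaps were 82 and 59, 89 and 52, 131 and 103, and 47 and 23. Opposite were 19, between groups B and C 469 and for the 3 groups together 1081.

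With an unadjusted p and group D replicate 3 left out, group A had 2319 lower and 1620 higher, group B 1316 and 2441, group C 1530 and 2558, groups A or B 6494 and group C 4088 in either direction. The overlaps were 348 and 732, 339 and 745, 712 and 2025, and 249 and 639. Opposite were 140, between groups B and C 848 and for the 3 groups together 2820.

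With an unadjusted p and 1 probe set per gene, group A had 944 lower, group B 421 lower and 197 higher, and group C 489 and 234 with 723 in all. The overlaps were 90 lower and 51 higher for groups A and B, 100 and 43 for groups A and C, 188 and 108 for groups B and C, and 62 and 21 for all 3. Opposite were 13. Groups A and B differed in 2818, groups A and C in 3048, groups B and C in 273 and the 3 groups together from group D in 442.

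As deposited, 225 probe sets were higher in group A, 103 lower in group B and 3992 lower and 49 higher in group C, 4041 in all. The overlaps were 25 lower and 1 higher for groups A and B, 253 and 11 for groups A and C, 89 lower for groups B and C and 25 lower for all 3. Opposite were 0, with 110 at an unadjusted p from limma after normalization. Groups A and C differed in 8050, groups B and C in 2 and the 3 groups together from group D in 949. The shift of the median between arrays moves calls to the lower side by construction.

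With the floor of 32, group A had 1062 lower and 380 higher, group C 2 and 3 with 5 in all, and groups A or B 1444. The overlaps were 2 lower and 1 higher for groups A and B, 2 and 0 for groups A and C, 2 and 0 for groups B and C and 2 and 0 for all 3. Groups A and B differed in 3084, groups A and C in 3251 and the 3 groups together in 14. This floor sets dim values equal, so by construction Nudt21, Slc4a1 and Wbp2 in group A and Tmprss2 in groups A and C had a difference of 0. With 1 probe set per gene, group A had 791 lower and 374 higher, group B 1 higher, group C 5 and 1 with 6 in all, and groups A or B 1166. The overlaps were 1 higher for groups A and B, 2 lower and 1 higher for groups A and C and 0 higher for groups B and C and for all 3, and opposite were 0. Groups A and B differed in 2505, groups A and C in 2731, groups B and C in 0 and the 3 groups together in 22, and fewer probe sets were counted by construction. With annotated probe sets only, group C had 3 higher and 10 in all, groups B and C differed in 0 and the 3 groups together in 33. With the dimmest 40% left out, 16 were lower in group C, 8 in groups A and C and 2 in groups B and C.

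Fitting only the 2 groups compared, with fewer arrays to estimate the spread, 483 probe sets were higher in group A, 10 differed between groups B and C and 0 were lower or higher in group B or C from limma, where all overlaps were also 0. Without the trend of the variance, group B had 8 lower and 6 higher and group C 4 and 2 with 6 in all. The overlaps were 5 lower and 1 higher for groups A and B, 1 higher for groups A and C, 3 lower for groups B and C, and 3 lower and 0 higher for all 3. Opposite were 0, between groups B and C 3 and for the 3 groups together 21.

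With a block for the replicate number, 2 probe sets were lower in groups A and B, 2 in groups B and C and 2 in all 3, and the 3 groups together differed in 34. No strong pairing by replicate number was seen, since 0 of 18 pairs across groups with one number had a residual r above 0.1 (-0.0152 to 0.0826). However, 9 of the 12 arrays had their highest r with an array of their own number, so a weak pairing stays open.

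For the named probe sets, 4571 of their values under alternatives kept direction and side of the threshold or moved within the spread, 173 moved beyond it, 236 came to pass, 175 no longer passed and 5 were reversed, which are those at 0 above. For the gene lists these numbers were 2321, 123, 36, 101 and 3. The cytosolic ribosome list was reversed to lower in group B with centring on the 75th percentile (adjusted p = 0.00018) and as deposited (adjusted p = 0.000603), and in group C as deposited (adjusted p = 0.0484). Over the alternatives the adjusted p of this list ranged from 0.00018 to 0.967 in group B and from 0.0484 to 0.967 in group C. With all arrays no list passed with an estimated correlation, and without group D replicate 3 only that of enteric neurons did (adjusted p = 0.0394 in groups A, B and C). Signal over background limited Syt1 and the galanin receptors, and Gal outside group D replicates 1 and 2, where the arrays lay near the probe sets for spikes that were not added.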

Differences from the paper's values

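The tests on values as deposited, on an unadjusted p with group D replicate 3 left out and on an unadjusted p with 1 probe set per gene were chosen only after the result was seen. The paper's lists hold genes at p under 0.05 and then 2-fold, with no test or correction named and transcripts without a name removed. The counts here are of probe sets at an adjusted p under 0.05 and 2-fold, so the threshold differs. The alternatives with an unadjusted p, set before the data were examined, are nearer to the stated one. A value within 1.5 times the paper's is called within range, or not different from it.

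For group A the paper gives 1001 lower and 103 higher genes, against 1827 and 742 here. The lower count came within the paper's range with the floor of 32 (1062), a fit of only the 2 groups (1233), 1 probe set per gene (791) and without group A replicate 2 (1491), and the higher count under no alternative. For group B the paper gives 257 lower and 371 higher, against 3 and 2 here, and for group C 271 and 351, against 9 and 7 here. The higher counts came within range with an unadjusted p without moderation (315 and 349), and the lower counts under no alternative. For groups A or B the paper gives 1332 genes, against 2571 here, within range with the floor of 32 (1444), a fit of only the 2 groups (1716), 1 probe set per gene (1166) and without group A replicate 2 (1920). For group C the paper gives 517 genes, against 16 here, and no alternative set before the data were examined came within range. The paper's 517 also differs from the sum of its 271 and 351.

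The paper gives 84 higher and 31 lower genes shared by groups A and B, against 2 and 1 here, 80 and 21 shared by groups A and C, against 3 and 4 here, and 276 and 117 shared by groups B and C, against 1 and 1 here. It gives 76 higher and 13 lower in all 3 groups, against 1 and 1 here, and 34 lower in group A and higher in groups B or C, against 1 here. With an unadjusted p without moderation, the higher genes of groups A and B (59) and the lower ones of groups B and C (131) came within range with the directions of the paper's text. For the others no alternative set before the data were examined did. The paper's own Table 1 lists 76 lower and 13 higher genes. By shared symbols its additional files have 86, 79 and 172 lower and 23, 18 and 223 higher for groups A and B, A and C, and B and C. The directions in its text for all 3 groups and for groups A with B or C are thus opposite to its tables. With these directions exchanged, an unadjusted p without moderation gives 82 lower in groups A and B beside the paper's 84 and 89 lower in groups A and C beside its 80, both within range. Its higher counts, 59 and 52 beside 31 and 21, and those of all 3 groups, 47 lower beside 76 and 23 higher beside 13, are then outside it.

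For Actg2 the paper gives folds of 70.79, 97.48 and 105.85 lower in groups A, B and C, against 14.3, 27.8 and 31.6 here, and they came within range only without group D replicate 3, at an adjusted or unadjusted p (49.9, 97.1 and 111). For Acta2 the paper gives 2.7 in group A and 4.63 in group B, against 1.46 and 2.48 here. Among the alternatives set before the data were examined, only that without group D replicate 3 came within range (2.54 and 4.33). In group C the fold of Acta2 with all arrays, 2.95, was nearer to the paper's than the 5.14 without group D replicate 3. For Timp1 the paper gives 2.64, 4.04 and 4.54, against 1.29, 2.30 and 2.69 here, and for Ctgf 2.8, 3.59 and 5.12, against 1.47, 2.11 and 2.71 here. Among the alternatives set before the data were examined, the same one alone brought these within range (2.22, 3.96 and 4.63, and 2.27, 3.25 and 4.17). For Gal in group B the paper gives 7.03, against 13.6 here, or 8.77 with values under background raised to it, which is within range. So were the folds without group B replicate 3 (6.79), group D replicate 1 (8.55) or group D replicate 2 (8.15). Without group D replicate 3 the folds of Gal were 21.6, 35.9 and 29.1 in groups A, B and C, further from the paper's than with all arrays. For Syt1 the paper gives 2.29 in group A and 2.46 in group B, against 1.14 and 0.869 here, the first within range only without group D replicate 3, at an adjusted or unadjusted p (1.57), and the second under no alternative. For Cxcr7 the paper's additional files give 2.22 in group A and 3.13 in group C, against 1.46 and 2.04 here. These came within range without group D replicate 3 (1.99 and 2.79), the first also without group A replicate 1 (1.53) and the second without group C replicate 3 (2.27).

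With the values as deposited, a setting chosen after seeing the values that drops 31, 38 and 6 of 45 compared genes of Table 1 in groups A, B and C, the lower genes of groups A and B (25) and of groups B and C (89), Acta2 in group B (3.70), Timp1 in groups B and C (3.36 and 4.30), Ctgf in groups B and C (3.06 and 4.25) and Cxcr7 in groups A and C (1.64 and 3.22) came within range. With an unadjusted p and 1 probe set per gene, the unit and threshold nearest to the paper's but chosen after seeing the values and dropping 26, 15 and 10 of these genes, the lower genes of group A (944), the higher ones of group C (234) and all those of group C (723) came within range. With directions exchanged so did the lower genes of groups A and B (90), of groups A and C (100) and of all 3 groups (62). With an unadjusted p and group D replicate 3 left out, chosen after seeing the values and dropping 5, 2 and 0 of these genes, the folds are those without group D replicate 3 and no count came within range. Of the 38 values 16 did not differ without group D replicate 3, against 5 with all arrays.

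The paper states that Ctgf, Timp1, Gal, Syt1, Actg2 and Acta2 were lower in all 3 groups. It reports these falls from RT-Real Time PCR as well as from the arrays. Only the arrays were tested here, so the calls below do not bear on the PCR. Here Ctgf, Timp1, Gal, Actg2 and Acta2 had that direction in each group with all arrays, and only Actg2 in group A passed (log2 difference -3.84). These genes passed in every group without group D replicate 3. Syt1 was 0.20 higher in group B and passed in no group. Of the 45 genes of Table 1 that could be compared, 45, 44 and 45 had the paper's direction in groups A, B and C, and 13, 1 and 1 were called. More were called with an unadjusted p (19, 30 and 35), without group D replicate 3 (39, 43 and 42), with both (40, 43 and 45) and as deposited (14, 7 and 39). Of the paper's additional files, 389, 219 and 226 genes were compared, and 388, 214 and 224 had its direction. Of them 271, 2 and 1 were called with all arrays, 279, 90 and 95 with an unadjusted p and 319, 186 and 196 without group D replicate 3. The paper writes of lower actins and names Actg2 and Acta2, while the cytoskeletal Actg1 differed by 0.01, 0.03 and -0.06.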

Other observations

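The tests of the spike and actin controls were chosen only after the result was seen. Angptl4, a PPAR target that inhibits lipoprotein lipase, rose by 1.81 on the log2 scale in group A (standard error 0.26, adjusted p = 0.000465 from limma), and was at 1.19 in group B and 1.50 in group C without passing (adjusted p = 0.162 and 0.0766). The fatty acid transporter Cd36 fell by 2.20 in group A (standard error 0.20, adjusted p = 1.73e-05), and the uncoupling protein Ucp2 rose by 0.77 (standard error 0.16, adjusted p = 0.00532). Of 21 PPAR targets and genes of fatty acid oxidation, 5 were lower and 4 higher in group A (6 and 6 adjusted over the list alone). In groups B and C none passed limma (0 and 0 lower, 2 and 3 higher adjusted over the list alone), with 3 and 1 lower and 2 and 3 higher at an unadjusted p under 0.05, and 2 and 3 were higher without group D replicate 3. Alox15, a lipoxygenase of macrophages and eosinophils, rose by 2.71 in group A (standard error 0.36, adjusted p = 0.000266). Ptgis, the prostacyclin synthase of vessel walls, fell by 3.45 (standard error 1.01, adjusted p = 0.0284), with 6.82, 7.05 and 3.38 in group D, as smooth muscle genes did. These were the only ones of 17 genes of eicosanoid synthesis to pass in group A, also when adjusted over the list alone, and none passed in groups B and C (2 lower and 1 higher in group B adjusted over the list alone), with 3 and 2 lower and 1 and 0 higher at an unadjusted p under 0.05. In group B 4 of them were lower and 1 higher, and in group C 2 lower, when group D replicate 3 was left out.

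Among 23 cytokines, 4 were lower and 4 higher in group A, also when adjusted over the list alone. Il1b, Il18 and Il33, of the interleukin-1 family, fell by 1.33, 1.44 and 1.32 (standard errors 0.26, 0.21 and 0.19, adjusted p = 0.0031, 0.000443 and 0.000455), and the monocyte chemokine Ccl2 by 1.00 (standard error 0.23, adjusted p = 0.0085). Tnf, Tgfb1, Ltb and Ccl3 rose by 1.25, 0.96, 0.53 and 0.83 (standard errors 0.22, 0.21, 0.11 and 0.21, adjusted p = 0.00178, 0.00673, 0.00418 and 0.0136). The median was 0.15, with a mean of -0.17 and a median of -0.10 as deposited. No cytokine passed limma in groups B and C, with 4 lower and 0 higher at an unadjusted p under 0.05 in each, and 4 and 3 lower when group D replicate 3 was left out. Mx1, an antiviral GTPase, fell by 1.42 in group A (standard error 0.19, adjusted p = 0.000283) and the interferon regulator Irf7 rose by 1.09 (standard error 0.20, adjusted p = 0.00213), with 4 of 22 interferon genes lower and 2 higher (5 and 2 adjusted over the list alone, 3 and 4 without group D replicate 3).

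Madcam1, the addressin that guides lymphocytes into mesenteric nodes, rose by 0.88 in group A (standard error 0.26, adjusted p = 0.0312) and Plvap of fenestrated endothelium by 0.97 (standard error 0.24, adjusted p = 0.0124). Of 16 genes of endothelium and high endothelial venules, 4 were higher and 2 lower (8 and 2 adjusted over the list alone). Against groups B and C, 8 were higher and 2 lower in group A, with Vwf, the von Willebrand factor, higher by 1.31 (standard error 0.19, adjusted p = 0.000179). The complement genes C1qa and C1qc of macrophages rose by 0.79 and 0.81 in group A (standard errors 0.20 and 0.25, adjusted p = 0.015 and 0.0376), with 5 of 19 genes of macrophages and dendritic cells higher and 2 lower (6 and 3 adjusted over the list alone, but 2 higher and 5 lower without group D replicate 3) at a median of -0.26. Ptprc, the gene of CD45, was lower in group A than in groups B and C by -4.41 on 1 probe set (standard error 0.31, adjusted p = 1.02e-06) and by -1.67 on another. Alas2, the heme enzyme of red cell precursors, rose by 1.24 in group A (standard error 0.34, adjusted p = 0.0194), 1 of 9 erythroid genes being higher and 1 lower, also when adjusted over the list alone. Adipoq, the adiponectin of fat cells, fell by 0.80 (standard error 0.26, adjusted p = 0.0428), with 3 of 17 adipocyte genes lower and 1 higher (4 and 1 adjusted over the list alone, 2 and 1 without group D replicate 3). In group C 1 adipocyte gene was lower (7 lower and 1 higher adjusted over the list alone), and camera placed the list lower there (adjusted p = 0.00767, and 0.854 with an estimated correlation), but not without group D replicate 3 (adjusted p = 0.229, with 5 genes lower and 1 higher).

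Sdha, a subunit of succinate dehydrogenase often used as a reference gene, fell by 1.54 in group A (standard error 0.16, adjusted p = 5.19e-05), with -0.55 for Hprt1 and -0.50 for Ywhaz (adjusted p = 0.00228 and 0.00244), and of 9 housekeeping genes 3 were lower and 1 higher, also when adjusted over the list alone. Of 27 genes of the mitochondrial respiratory chain, 8 were lower and 3 higher in group A (9 and 5 adjusted over the list alone, 11 and 1 without group D replicate 3). Of 19 genes of the cytosolic ribosome, 7 were lower and none higher in group A (7 and 1 adjusted over the list alone), with a median of -0.13 (camera adjusted p = 0.0292, and 0.572 with an estimated correlation). RNA quality stays open for the falls of the housekeeping, respiratory chain and ribosome genes in group A. Its hexokinase 3'/5' ratios were 2.84 to 4.96 against 1.84 to 2.53 in group D, and its Gapdh ratios 1.21 to 1.53 against 1.06 to 1.22, while those of beta-actin overlapped. Of 11 stromal genes of the node, 1 was lower and 1 higher in group A (2 and 1 adjusted over the list alone, 3 and 0 without group D replicate 3). Of 10 genes of glia and Schwann cells, 1 was higher in group A, also when adjusted over the list alone. No glial gene passed limma in groups B and C (1 lower in each adjusted over the list alone), with 4 lower at an unadjusted p under 0.05 in each, and camera placed the list lower there (adjusted p = 0.0465 and 0.0327, and 0.572 in both with an estimated correlation), but not without group D replicate 3 (adjusted p = 0.25 and 0.214, with 2 genes lower in each). Of 11 mast cell genes 1 was higher in group A (0 adjusted over the list alone). No mast cell gene passed limma in group B, where 3 were higher at an unadjusted p under 0.05 and adjusted over the list alone, with a median of 0.42 that was -0.08 as deposited. Of 16 pancreas genes none passed limma in any group against group D, with 0 lower or higher in groups A and B and 1 of each in group C at an unadjusted p under 0.05.

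Groups A, B and C together differed from group D in 53 probe sets, 32 lower and 21 higher, and as deposited 920 lower and 29 higher. Fitted as 2 groups of 9 and 3 arrays the real split gave 7, which 4 of 100 splits drawn from 220, itself among them, reached. This share is close to 0.05, and splits of single arrays ignore that they fall into groups, so it cannot decide about chance. The highest of the other splits gave 3929, with group A against all other arrays, which points to a structure of the samples. For group A against group D the real split gave 1716 and the highest other 0. For group B it gave 0 against 0, as in all 10 splits, for group C 0 against 1, and for group B against group C 10 against 0. The 10 splits of each of these are too few for a share under 0.05.

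The arrays of group D had the highest signal of the cre spike, 4675 to 5525 against 1916 to 4428 in the other arrays (exact permutation p = 0.0182 over 220 splits, two-sided), and group D replicate 3 was among them. For the bioB spike the ranges were 97.1 to 119.1 and 31 to 98.6 (exact permutation p = 0.0545). These are deposited signals, and group D also had the brightest arrays, with medians of 34.3 to 38.5 against 19.3 to 32.9. Divided by the median of its array, the cre spike was 136 to 159 in group D against 99.3 to 160 (exact permutation p = 0.314) and the bioB spike 2.83 to 3.42 against 1.61 to 3.68 (exact permutation p = 0.409), so the difference goes with the brightness of the arrays. The exact permutation p was 0.745 for the beta-actin 3'/5' ratio and 0.377 for that of Gapdh.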
